# Breed-dependent microRNA expression in the primary culture of skeletal muscle cells subjected to myogenic differentiation

**DOI:** 10.1186/s12864-018-4492-5

**Published:** 2018-01-31

**Authors:** Tomasz Sadkowski, Anna Ciecierska, Jolanta Oprządek, Edyta Balcerek

**Keywords:** microRNA, Myogenesis, Bovine satellite cells, Myoblast differentiation, Cattle

## Abstract

**Background:**

Skeletal muscle in livestock develops into meat, an important source of protein and other nutrients for human consumption. The muscle is largely composed of a fixed number of multinucleated myofibers determined during late gestation and remains constant postnatally. A population of postnatal muscle stem cells, called satellite cells, gives rise to myoblast cells that can fuse with the existing myofibers, thus increasing their size. This requires a delicate balance of transcription and growth factors and specific microRNA (miRNA) expressed by satellite cells and their supporting cells from the muscle stem cell niche. The role of transcription and growth factors in bovine myogenesis is well-characterized; however, very little is known about the miRNA activity during this process. We have hypothesized that the expression of miRNA can vary between primary cultures of skeletal muscle cells isolated from the semitendinosus muscles of different cattle breeds and subjected to myogenic differentiation.

**Results:**

After a 6-day myogenic differentiation of cells isolated from the muscles of the examined cattle breeds, we found statistically significant differences in the number of myotubes between Hereford (HER)/Limousine (LIM) beef breeds and the Holstein-Friesian (HF) dairy breed (*p* ≤ 0.001). The microarray analysis revealed differences in the expression of 23 miRNA among the aforementioned primary cultures. On the basis of a functional analysis, we assigned 9 miRNA as molecules responsible for differentiation progression (miR-1, -128a, -133a, -133b, -139, -206, -222, -486, and -503). The target gene prediction and functional analysis revealed 59 miRNA-related genes belonging to the muscle organ development process.

**Conclusion:**

The number of myotubes and the miRNA expression in the primary cultures of skeletal muscle cells derived from the semitendinosus muscles of the HER/LIM beef cattle breeds and the HF dairy breed vary when cells are subjected to myogenic differentiation. The net effect of the identified miRNA and their target gene action should be considered the result of the breed-dependent activity of satellite cells and muscle stem cell niche cells and their mutual interactions, which putatively can be engaged in the formation of a larger number of myotubes in beef cattle-related cells (HER/LIM) during in vitro myogenesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4492-5) contains supplementary material, which is available to authorized users.

## Background

Skeletal muscle in livestock occupies approximately 40% of the animal body weight and develops into an important source of protein and other nutrients for human consumption [1, 2]. Skeletal muscle is largely composed of multinucleated muscle cells called myofibers. In cattle, the number of muscle fibers, a key determinant of the postnatal growth rate, is fixed late during the gestation period and remains constant postnatally, but each myofiber grows in size by the fusion of satellite cells [3, 4]. Activation of satellite cells (a population of postnatal muscle stem cells) give rise to myoblast cells that undergo multiple divisions before terminal differentiation. This can lead to fusion with the existing myofibers [5], which require a delicate balance between myogenic differentiation, myoblast proliferation, and the activity of transcription/growth factors and specific microRNA (miRNA). Signals from the surrounding cells, such as macrophages, fibroblasts, and muscle-resident stem cells support satellite cells in their action [6]. The effects of the involvement of transcription factors, such as MRF (MYF5, MYOD, myogenin, MRF4), and MEF2 families (reviewed in [7]), and the influence of the muscle stem cell niche on satellite cell behavior during skeletal muscle development is well-documented (reviewed in [8]), but little is known about the miRNA involvement in the regulation of this process, particularly in cattle.

Since the discovery of the first miRNA in 1993, the knowledge about miRNA’s impact on the development of different tissues has grown exponentially, including that in the skeletal muscle field [9, 10]. MicroRNA represents a class of ~ 22 nucleotide endogenous non-coding RNA molecules. These molecules modulate gene expression by base pairing to the 3’UTR regions of the target mRNA, leading to translational repression and/or mRNA cleavage [10]. Most of the miRNA regulating myogenic differentiation are found to be upregulated during this process [11]. Among them, the well-known muscle-specific miRNAs miR-1, -133a, -133b, and -206; also called myomiRs [11]. They play a fundamental role during muscle proliferation and differentiation by influencing a number of transcription factors and signaling molecules required for normal myogenesis progression.

Despite the increasing number of articles describing miRNA engagement in satellite cell activation, proliferation, and differentiation, the knowledge about their action, particularly in the development of bovine skeletal muscle, is still obscure. In this study, we focused on the differences in miRNA expression in a primary culture of skeletal muscle cells originating from the semitendinosus muscle of bulls of varying breeds and performance and subjected to myogenic differentiation.

## Methods

### Animals and tissue sampling

The experiment was conducted on primary cultures of skeletal muscle cells isolated from the semitendinosus muscle of 15-month-old bulls. The experimental groups were composed of Hereford (HER; high meat high-fat, maturating early, *n* = 4) and Limousin (LIM; high-meat low-fat, maturing late, *n* = 4) beef cattle bulls. Holstein-Friesian dairy cattle bulls (HF; typical dairy breed, maturing early with relatively poor carcass quality and a lower dressing percentage than beef bulls, *n* = 4) were used as the reference group. LIM and HER bulls were born in beef herds, while HF bulls in dairy herds. At the age of 2–3 months, the animals were transferred to the farm of Institute of Genetics and Animal Breeding Polish Academy of Sciences where they were housed in a loose barn until slaughter. The bulls were fed a total mixed ration (TMR) consisting of corn silage (75%), concentrates (20%), and hay (5%) and had access to water ad libitum [12, 13]. At the age of 15 months, all bulls were slaughtered after 24-h fasting. Samples of *m. semitendinosus* were immediately collected accordingly to the procedure described by Szcześniak et al. [14] and stored in liquid nitrogen until use.

### Skeletal muscle cell isolation, proliferation, and differentiation

The collected skeletal muscle tissue samples were thawed, washed in phosphate buffered saline (PBS; Sigma-Aldrich, USA) and suspended in the incubation medium: Dulbecco’s Modified Eagle Medium (DMEM; Life Technologies, USA), Pronase from *Streptomyces griseus* (Sigma-Aldrich, USA) at 0.5 mg/ml, and penicillinum crystallisatum TZF (Polfa Tarchomin, Poland) at 10000 IU/100 mL, and pH 7.3. The samples were incubated for 1.5 h in 37 °C, subjected to repeated pipetting every 15 min. Then, the suspension was filtered through a 70-μm cell strainer (Becton Dickinson, USA) to separate the tissue debris. The filtrate was centrifuged thrice (20 min, 350 *g*), and the pellet was resuspended each time in a growth medium (GM: 10% fetal bovine serum [FBS, Life Technologies, USA]/DMEM/1% penicillin-streptomycin and 0.5% amphotericin B). As muscle tissue is mainly composed of myofibers, we decided to use 1-h preplating to increase the number of myoblasts in the culture. The preplating method is based on the fact that myoblasts adhere to a polystyrene culture dish slower than other cells such as fibroblasts [15]. The first preplating was executed after the abovementioned final centrifugation. After 1-h of preplating, the supernatant was centrifuged and the pellet resuspended in GM, transferred into 25-cm^3^ Primaria tissue culture flasks (Becton Dickinson, USA), and cultured at 37 °C in 5% CO_2_ and 95% humidity. The growth medium was changed every 48 h. During cell proliferation, on day 6, 8, and 10, the cells were trypsinized, centrifuged, resuspended in GM, subjected to 1-h preplating, and sieved into the Primaria tissue culture flasks. The four-time preplating allowed for 60%–70% myoblast purity, measured as a percentage of the M-cadherin positive cells (data not shown) [16]. In brief, the cells were fixed with 4% parafomaldehyde (Sigma-Aldrich, USA) for 30 min and washed with PBS. They were incubated with monoclonal anti-M-cadherin (611,100, BD Biosciences, USA) at 1:100 dilution with PBS-1% BSA (Sigma-Aldrich, USA) for 1 h, and then, exposed to the AlexaFluor488-conjugated goat anti-mouse antibody (Invitrogen, USA) diluted 1:500 with PBS. Finally, the cells were incubated in a 7-AAD (Sigma-Aldrich, USA) solution for nuclei staining and observed with a FV-500 laser scanning confocal microscope (Olympus, USA). The number of M-cadherin positive cells was determined with respect to the total number of nuclei in the primary cell culture.

After the final passage, cells were transferred (100,000 per well) on to a 6-well Collagen I coated plate (Becton Dickinson, USA) and cultured in GM in 5% CO_2_ at 37 °C and 95% humidity. After reaching 80% cell confluence, GM was replaced by a differentiation medium (DM: 2%HS/DMEM/1% penicillin-streptomycin and 0.5% amphotericin B) in which cells were incubated for the next 6 days. DM was replaced every 48 h. On day 6, differentiated cells with visible myotubes were washed with PBS and stored at − 80 °C until the analysis.

### Myoblast fusion

To assess the number of myotubes on day 6 of the differentiation, the DM medium was discarded, cells were washed twice in ice-cold PBS, fixed in 75% methanol (15 min), stained with Giemsa dye (0.04% *w*/*v* in methanol; 5 min), and rinsed in distilled water (Sigma-Aldrich, USA). Nuclei were counted using a phase-contrast microscope (CK40, Olympus) randomly in five fields of view for each cell culture. Structures with at least three nuclei were considered myotubes (*n* = 4; see statistical analysis).

### RNA isolation and validation

Total RNA was extracted using the miRNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s protocol and validated using a Nanodrop spectrophotometer (Nanodrop Technologies, USA); its integrity was checked using a Bioanalyzer 2100 (Agilent Technologies, USA). Samples with RIN ≥ 9.5 were subjected to further analysis.

### miRNA microarray analysis

In the present study, custom Bovine miRNA microarrays (8 × 60 K) (Agilent Technologies, USA) containing probes for 763 *Bos taurus* miRNAs were used (National Center for Biotechnology Information Gene Expression Omnibus database (NCBI GEO): GPL19028). For the miRNA profiling, 100 ng of the total RNA from each sample (*n* = 4, see statistical analysis) was labeled and hybridized using miRNA Complete Labeling and Hyb Kit (Agilent Technologies, USA), according to the manufacturer’s protocol. RNA Spike-In Kit (Agilent Technologies, USA) was used as the internal control. Slides were scanned using Agilent Microarray Scanner (G2505C), and features were extracted using the Agilent Feature Extraction image analysis tool version 10.7.3.1 with default settings and default normalization scheme for Agilent one-color data (75th percentile scaling). The microarray data were statistically analyzed using Gene Spring 13 (Agilent Technologies, USA) and the default protocol for miRNA experiments, where one-way analysis of variance (ANOVA) with Benjamini-Hochberg multiple testing correction adjustment (FDR) was applied. MiRNAs with FDR ≤ 0.05 were selected as significantly differentially expressed. MiRNA with fold change of FC ≥ 2.0 were chosen as common for both HER/LIM primary cultures. The microarray experiment was performed according to the MIAME guidelines [17]. The data obtained in the microarray experiment were deposited in the NCBI GEO database and numbered GSE73778.

### qPCR validation

To validate the microarray results, selected miRNAs were examined using a real-time polymerase chain reaction technique (qPCR). First strand cDNA was synthesized using 10 ng of the total RNA (*n* = 4) and the miRCURY LNA™ Universal RT cDNA Synthesis Kit II (Exiqon, Denmark) with UniSp6 Spike-in used as the internal control. qPCR analyses were performed using a SYBR® Green master mix, Universal RT (Exiqon, Denmark), as follows: polymerase activation at 95 °C for 10 min; amplification (40 cycles) including denaturation at 95 °C for 10 s, annealing at 60 °C for 1 min; melting curve included: denaturation at 95 °C for 0 s, annealing at 65 °C for 15 s, continuous melting at 95 °C for 0 s; and cooling at 40 °C for 30 s. Primers for the selected miRNA and reference U6 snRNA were provided by Exiqon (Denmark). Their sequences and miRBase accession numbers are listed in Table 1. Each sample was tested twice with a Stratagene Mx3005P thermal cycler (Agilent Technologies, USA).

**Table 1:** miRNA primers used for validation of microarray results (Exiqon, Denmark)

miRNA Primer	Target sequence	Accession (Exiqon)
*hsa-miR-1 LNA™ PCR primer set, UniRT*	UGGAAUGUAAAGAAGUAUGUAU	MIMAT0000416
*bta-miR-9-5p LNA™ PCR primer set, UniRT*	UCUUUGGUUAUCUAGCUGUAUG	MIMAT0009389
*hsa-miR-128-3p LNA™ PCR primer set, UniRT*	UCACAGUGAACCGGUCUCUUU	MIMAT0000424
*hsa-miR-133a-3p LNA™ PCR primer set, UniRT*	UUUGGUCCCCUUCAACCAGCUG	MIMAT0000427
*hsa-miR-139-5p LNA™ PCR primer set, UniRT*	UCUACAGUGCACGUGUCUCCAGU	MIMAT0000250
*hsa-miR-145-5p LNA™ PCR primer set, UniRT*	GUCCAGUUUUCCCAGGAAUCCCU	MIMAT0000437
*hsa-miR-206 LNA™ PCR primer set, UniRT*	UGGAAUGUAAGGAAGUGUGUGG	MIMAT0000462
*hsa-miR-486-5p LNA™ PCR primer set, UniRT*	UCCUGUACUGAGCUGCCCCGAG	MIMAT0002177
*cfa-miR-503 LNA™ PCR primer set, UniRT*	UAGCAGCGGGAACAGUACUG	MIMAT0006746
*bta-miR-660 LNA™ PCR primer set, UniRT*	UACCCAUUGCAUAUCGGAGCUG	MIMAT0004344
*U6 snRNA LNA™ PCR primer set, UniRT* *(reference RNA)*	GUGCUCGCUUCGGCAGCACAUAU ACUAAAAUUGGAACGAUACAGAG AAGAUUAGCAUGGCCCCUGCGCA AGGAUGACACGCAAAUUCGUGAA GCGUUCCAUAUUUUU	without MIMAT #

A qPCR analysis for selected myogenesis-related genes that could interact with the identified miRNAs, such as myogenin (*Myog*, accession no. NM_001111325), *Myod* (accession no. NM_001111325), *Myf5* (accession no. NM_001111325), and *Mstn* (accession no. NM_001111325), was also performed. For this purpose, primers were designed using the Primer3 software and *Bos taurus* mRNA sequences obtained from the NCBI Nucleotide database. Specificity of primers and secondary structure formation were checked as described previously [18]. First strand cDNA synthesis was performed using 1 μg of the total RNA and the Transcriptor First Strand cDNA Synthesis Kit (Roche, USA) with a mixture of oligo(dT)18 and random hexamer primers, according to the manufacturer’s protocol. qPCR primers sequences and conditions are listed in Additional file 1. The analysis was performed according to the methodology described earlier with glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, accession no. NM_001034034) used for normalization as the non-regulated reference gene [19]. Each sample was tested twice in a Stratagene Mx3005P thermal cycler (Agilent Technologies, USA). The amplification efficiency (E = 10(− 1/slope) - 1) was determined by plotting a comparative quantitation standard curve and was ≥0.9 for each gene. The qPCR analysis was conducted according to a standardized approach [20].

### Target gene prediction

Target genes for differentially expressed miRNA were identified using TargetScan release 7.1 (http://www.targetscan.org/vert_71/). The TargetScan database was chosen because of the availability of bovine species for prediction. Scanning was performed for the target score (total context score) of ≤ − 0.3 and conserved/non-conserved miRNA families and target sites. Moreover, the Pathway Studio Web (Elsevier, Netherlands) with Enrichment Analysis of Selected Entities tool was also used for target gene searching. In the Pathway Studio Web analysis, the literature data were considered, proving real miRNA targets, or if not available, prediction was done on the basis of the PicTar and miRanda databases. Only genes found in both analyses were considered targets for the identified miRNAs.

### Functional analysis

An ontological analysis of miRNAs and their direct/indirect target genes was done using The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 tool (http://david.ncifcrf.gov/) where Gene Ontology Enrichment was calculated using the EASE Score corrected for multiple hypotheses testing using the Benjamini and Hochberg false discovery rate (FDR ≤ 0.05). Further, a similar analysis was performed using the PANTHER database (http://pantherdb.org/) and the functional classification tool. The relevance networks of the identified miRNAs and the selected target genes were prepared in Pathway Studio Web by using the Pathway Builder tool.

### Statistical analysis

A statistical analysis of the differences in the number of myotubes was performed using one-way ANOVA with Tukey post-hoc testing and a *p* value of ≤0.05. The microarray data analysis was performed using Gene Spring 13 (Agilent Technologies, USA) as described above. The miRNA and mRNA qPCR results were analyzed by the GenEx 6.0 (MultiD Analyses AB, Sweden) and Prism 5.0 (GraphPad Software, USA) software using the comparative Ct method [21]. Results with *p* ≤ 0.05 were considered to be statistically significant. Hierarchical clustering (Ward’s algorithm with Euclidean distance measure) and Spearman’s correlation coefficients were calculated using GenEx 6.0 (MultiD Analyses AB, Sweden). For each animal in the experimental groups (*n* = 4), two independent cell isolations were made (one from each half-carcass). Results from both half-carcasses were averaged for the animal, and then, the interbreed comparison and the statistical analysis were performed. In case of Gene Spring analysis, because of software limitations, it was not possible to average microarray results from both half-carcasses (two separate arrays) before the data processing. Gene Spring analysis was performed using 8 samples for each breed (4 animals × 2 half-carcasses).

## Results

### Differences in myotube formation in vitro

The myotube formation assessment on day 6 of the skeletal muscle cell differentiation revealed statistically significant differences in the number of myotubes among all examined breeds. The difference between cells originating from HER/LIM and HF bulls’ muscle was statistically significant (*p* ≤ 0.001) with a considerable increase in the number of myotubes in beef cattle-related cell cultures. A difference between both beef breeds was also noticed (*p* ≤ 0.05) (Fig. 1).

**Fig. 1:**
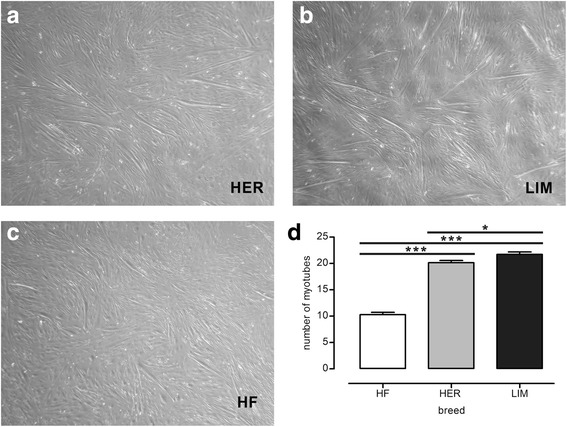
Myotube formation on day 6 of the differentiation of the primary cultures of skeletal muscle cells originating from the semitendinosus muscle of HER (**a**), LIM (**b**), and HF (**c**) breeds. Bar graph (**d**) presenting the difference in the number of myotubes between the examined cell cultures; results are shown as mean ± SEM with * and *** asterisks for *p* ≤ 0.05 and *p* ≤ 0.001, respectively; *n* = 4

### Microarray analysis

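Total RNA from primary cultures of skeletal muscle cells on day 6 of differentiation was hybridized to 1-color arrays with probes for 763 bovine miRNAs. The cultures came from the semitendinosus muscle of Hereford (HER), Limousin (LIM) and Holstein-Friesian (HF) bulls, with 8 arrays per breed from 4 animals, 1 array for each side of the carcass. Which arrays share an animal is not given in the sources used here, so the arrays were treated as separate samples, as in the paper, and the p-values measure the spread between arrays and are too small for a comparison of animals. The authors extracted the spots with Feature Extraction, which sums the 2 to 4 probes of a miRNA (15 to 30 spots each) into 1 total signal on a linear scale and calls each miRNA detected or not detected on each array. From these total signals, each array was divided by its 75th percentile over the 44 miRNAs detected on all 24 arrays, signals under a floor of 3.78 were set to the floor, and log2 values were tested with limma. The test covered the 239 miRNAs detected on at least 4 of the 8 arrays of a breed. The arrays detected 132 to 231 miRNAs in HF cells (median 224.5), 208 to 238 in HER cells (median 232.5) and 83 to 230 in LIM cells (median 224). Detection was low on 4 weak arrays, with 132 miRNAs on HF replicate 4, 83 on LIM replicate 1, 112 on LIM replicate 6 and 114 on LIM replicate 7, against 208 to 238 on each of the other 20. The net signal of the negative control spots was 147 on HF replicate 4, 446 on LIM replicate 1 and 199 on LIM replicate 7, against 26.0 to 31.8 on the other 21 arrays. LIM replicate 6 had a low signal, so that its scale factor was 16.7. The number and quality of the arrays limit the precision, and values over the 20 arrays without these 4 (7 HF, 8 HER and 5 LIM arrays, 237 miRNAs tested, scaled over 187) are given beside those of all 24. This second set was chosen after the quality of the arrays had been seen. Each slide held the arrays of 1 breed, so slide and breed cannot be told apart. No spike-in RNA differed between breeds in exact permutation tests (lowest adjusted p = 0.25, largest difference 0.82 on the log2 scale over 24 arrays and 0.13 over 20), while the negative control signal did. It was lower in HER than in HF arrays by 0.43 on the log2 scale over 24 arrays (adjusted p = 0.0070), a difference enlarged by HF replicate 4, and over 20 arrays it was lower than in HF arrays by 0.14 in HER and by 0.14 in LIM arrays (adjusted p = 0.0095 for both, exact permutation tests).

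**Figure D1:**
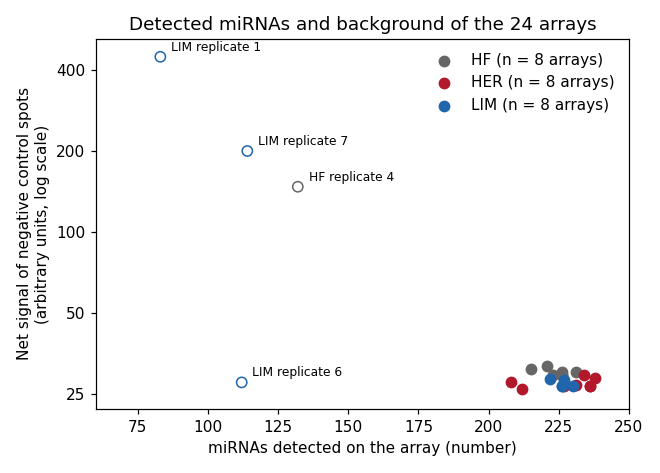
Number of miRNAs detected on each of the 24 arrays (horizontal axis) against the net signal of its negative control spots (vertical axis, log scale), colored by breed. Open points are the 4 weak arrays with 83 to 132 detected miRNAs, and filled points are the other 20, with 208 to 238.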

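The muscle-enriched miR-1, miR-133a, miR-133b and miR-206 separated HF cells from both beef breeds most clearly, with the lowest adjusted p-values of limma's moderated F test over the 3 breeds (1.57e-06 to 6.98e-05, 24 arrays), and did not pass between HER and LIM cells. Among the 18 miRNAs that passed the adjusted p of 0.05 were also miR-486, miR-139, miR-378b and miR-30a-5p, with higher means in HER and LIM cells than in HF cells, and miR-2439-3p, miR-2469, miR-449a, miR-335, miR-6531 and miR-1247-3p, with their highest mean in HER cells. The other 4 were miR-199a-5p, miR-143, miR-31 and miR-3431, whose means were lower in both beef breeds than in HF cells. An unadjusted p under 0.05 was reached by 59 of the 239 miRNAs. Over the 20 arrays without the weak ones, 95 of 237 miRNAs passed (111 at an unadjusted p under 0.05), again led by miR-1 and miR-133a. In HER against HF cells, 15 miRNAs rose and 4 fell over 24 arrays, and 58 rose and 47 fell over 20. In LIM against HF cells, 6 rose and 2 fell over 24 arrays, and 18 rose and 9 fell over 20. Of the 94 miRNAs of the paper's Table S2, 15 were among the 18 and 75 among the 95. The median log2 difference of all tested miRNAs was 0.30 in HER and -0.23 in LIM against HF cells, and -0.49 and 0.19 when the percentile was taken over all miRNAs of the array (0.11 and -0.05 over 20 arrays). The split into higher and lower miRNAs moved with the scaling, from 15 and 4 in HER against HF cells to 11 and 6 with the percentile over all miRNAs and 14 and 9 with quantile normalization, and from 6 and 2 in LIM against HF cells to 6 and 0 and to 5 and 7. Leaving out LIM replicate 6 alone raised the 19 calls of HER against HF cells to 34, while leaving out HF replicate 1 or 5 lowered them to 11 and leaving out HER replicate 6 to 12.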

The microarray analysis of the total RNA isolated from the aforementioned cell cultures revealed differences in the expression of 94 miRNAs (FDR ≤ 0.05) in the primary cultures originating from both beef breeds HER/LIM, when compared with the HF dairy breed-derived cells (Additional file 2). 

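MyomiRs were the largest group of related miRNAs among those that moved the same way in both beef breeds. Taking an adjusted p of 0.05 in the F test and a change of at least 2-fold in the same direction in HER and LIM against HF cells, 11 miRNAs were found over 24 arrays, namely the muscle-enriched miR-1, miR-133a, miR-133b, miR-206 and miR-486, together with miR-139, miR-30a-5p, miR-378b, miR-31, miR-143 and miR-3431. In LIM cells miR-139 and miR-31 reach 2-fold with undetected signals at the floor, and no bound over 24 arrays shows it (none for miR-139, at least 1.77-fold lower for miR-31). On LIM replicates 1, 6 and 7, miR-143 and miR-3431 were also undetected and set to the floor. Over the 20 arrays without the weak ones the same criteria gave 18 miRNAs, 10 of them among the 11. This set lacked miR-3431 and added miR-128, miR-503-5p, miR-660, miR-378c, miR-30f, miR-449a, miR-145 and miR-222. The 11 miRNAs included 9 of the 23 in the paper's Table 2, and the 18 included 17 of them. Requiring an adjusted p of 0.05 in each single comparison left 6 miRNAs over 24 arrays, all in the same direction in both (miR-1, miR-133a, miR-133b, miR-206 and miR-378b higher, miR-143 lower), and 26 over 20 arrays. Both comparisons use the same HF arrays. Groups without any change were simulated by shuffling the arrays' deviations from their breed means over the groups. Both simulated comparisons share a reference, but it mixes arrays of all breeds and does not hold the HF arrays fixed. These simulated groups shared 0 calls over 24 arrays and 0.04 on average over 20. With no change in either group few calls could arise, so these counts were largely fixed in advance. They do not show how much the shared HF arrays add to the overlap of real calls. Lists as long as the observed ones would share 0.41 and 6.19 miRNAs if they were independent. With the HF arrays divided between the comparisons, the shared calls were 4 over 24 arrays and 6 to 21 (median 8) over 20. The covariance of the log2 differences was 0.63 against 0.16 in the simulated groups over 24 arrays and 0.57 against 0.050 over 20.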

The 23 molecules whose expression was changed at least twice in both comparisons (HER vs. HF and LIM vs. HF; FDR ≤ 0.05, FC ≥ 2.0; both up- or downregulated) were classified as the miRNAs characteristic for beef cattle-originating primary cultures of skeletal muscle cells and as candidate molecules responsible for the significant increase in the number of myotubes observed in the HER/LIM cultures (Fig. 2). Among them, 17 miRNA molecules had an increased level of expression and 6 had a lower miRNA expression in the HER/LIM cells. 

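Of the 11 miRNAs changed at least 2-fold in both beef breeds over 24 arrays, 8 were higher and 3 were lower than in HF cells (in LIM cells, miR-139 and miR-31 with undetected signals at the floor), and of the 18 over the 20 arrays without the weak ones, 14 were higher and 4 lower. All 17 miRNAs that the study lists as higher were tested. In HER cells 12 of them were higher and none was lower (15 higher when adjusted over the list alone), and in LIM cells 6 were higher and none was lower (8 when adjusted over the list alone). Without the weak arrays, 16 were higher in HER and 13 in LIM cells. Among them miR-378b, of a family raised in myogenic differentiation, was higher in HER cells by 2.07 on the log2 scale (standard error 0.61, adjusted p = 0.033) and in LIM cells by 2.19 (standard error 0.61, adjusted p = 0.044). HF replicate 4 did not detect miR-378b, and without that array the differences were 1.32 and 1.44 (adjusted p = 0.026 and 0.020), against 1.37 and 1.27 over 20 arrays (adjusted p = 0.00076 and 0.014). Its relative miR-378c had differences of 1.70 (adjusted p = 0.18) and 0.64 (adjusted p = 0.71), which became 1.26 and 1.15 (adjusted p = 0.0016 and 0.027) over 20 arrays. miR-449a rose in HER cells by 2.45 (adjusted p = 0.027), and miR-542-5p was detected on 4 HER, 4 LIM and no HF arrays and did not pass the test. Of the 6 miRNAs listed as lower, the list test used the 5 with an unversioned name. None of the 5 passed in HER cells (1 lower when adjusted over the list alone) and 1, miR-31, fell in LIM cells (2 when adjusted over the list alone), against 5 in HER and 1 in LIM cells over 20 arrays. These 5 were miR-31, miR-145, miR-194, miR-222 and miR-29b. miR-194 had differences of -0.50 in HER and -0.30 in LIM cells (adjusted p = 0.22 and 0.55). The study chose both lists on these samples, so their counts are not independent evidence. With an estimated correlation in camera, the higher list passed in HER (adjusted p = 0.023) and LIM cells (adjusted p = 0.012), and the lower list passed in HER (adjusted p = 0.024) but not in LIM cells (adjusted p = 0.089 with an estimated correlation). Without the weak arrays the higher list passed so in LIM (adjusted p = 0.024) but not in HER cells (adjusted p = 0.19 with an estimated correlation), and the lower list in neither (adjusted p = 0.15 in HER and 0.089 in LIM cells with an estimated correlation). The split of the 11 into 8 higher and 3 lower was 7 and 5 with quantile normalization and 6 and 5 without scaling. Leaving out any 1 of 8 arrays (HF replicates 1, 5 and 8, HER replicates 2, 4, 6 and 8, LIM replicate 1) took miR-378b in HER cells to an adjusted p of 0.053 to 0.075, leaving out 1 of 16 arrays took it in LIM cells to 0.051 to 0.12, and leaving out 1 of 7 took miR-449a to 0.051 to 0.061. From the change in both comparisons, the paper classifies its miRNAs as characteristic of cultures from beef cattle and as candidates behind the larger number of myotubes.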

The microarray results showed that the most upregulated expression changes were noticed for miR-139, miR-2469, and miR-486, while the highest downregulation was observed for miR-9, miR-29b, and miR-31 (Table 2). 

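The largest differences between signals measured in both breeds belonged to miR-206, miR-1, miR-133a and miR-133b, in HER as in LIM cells, over 24 arrays and over the 20 without the weak ones. miR-139 and miR-2469 were detected on no HF array, on 8 and 7 of the 8 HER arrays and on 5 and 3 of the 8 LIM arrays, so that no fold beyond a lower bound can be given. Both rose in HER against HF cells (adjusted p = 0.0038 and 0.00084), miR-139 at least 2.40-fold, while miR-2469, undetected on 1 HER array, has no bound. A bound sets the mean of a breed whose arrays all detected the miRNA against the floor, or against the lowest signal detected on a dim array where that was higher. miR-486, whose gene lies in the muscle and red cell ankyrin gene ANK1, was detected on 3 HF, 8 HER and 6 LIM arrays. Among the lower miRNAs, miR-31, which targets the myogenic factor Myf5 in satellite cells, was detected on all 8 HF arrays, 4 HER arrays and no LIM array, and fell at least 1.77-fold in LIM cells (adjusted p = 0.0072). In HER cells its log2 difference was -1.69 (standard error 0.56, adjusted p = 0.070), and leaving out HF replicate 3 or 7, HER replicate 3 or 7 or LIM replicate 6 brought the adjusted p to between 0.017 and 0.044. Without the weak arrays miR-31 passed in both, at -1.56 in HER cells (adjusted p = 0.041) and at least 4.88-fold lower in LIM cells (adjusted p = 0.027). miR-9, read by the probes that the array names version 13.0 of that miRNA, was detected on 7 HF, 2 HER and 2 LIM arrays and its differences of -1.16 in HER and -0.97 in LIM cells did not pass the test (adjusted p = 0.16 and 0.36). Over 20 arrays it fell by 1.50 in HER cells (adjusted p = 0.012). miR-29b, a regulator of collagen genes, read by the probes of its unversioned name, was bright in all breeds, at 9.23 ± 0.43 in HF, 8.45 ± 0.14 in HER and 8.13 ± 2.52 in LIM cells (log2 signal, SD, n = 8 arrays each), and its differences of -0.79 and -1.10 did not pass (adjusted p = 0.54 and 0.45). LIM replicate 6 did not detect it. Leaving out LIM replicate 6 alone gave -0.88 with an adjusted p of 0.0030 in HER cells and -0.32 with an adjusted p of 0.46 in LIM cells, and over 20 arrays the differences were -0.86 and -0.43 (adjusted p = 0.00076 and 0.21).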

Further, as the number of myotubes varied between both beef breeds, a statistical analysis of the microarray results was performed for this comparison as well and revealed no differences in the miRNA expression between the HER and the LIM-derived cell cultures (FDR ≤ 0.05, *t*-test).

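Of the 239 miRNAs tested, 3 were higher in HER than in LIM cells and none was lower over 24 arrays (adjusted p of 0.05 in limma), and 60 had an unadjusted p under 0.05. They were miR-2439-3p (log2 difference 2.37, standard error 0.53), miR-6531 (1.44, standard error 0.33) and miR-2469 (1.39, standard error 0.31), each with an adjusted p of 0.016. miR-6531 was chosen after its values had been seen, and it was detected on 6 of 8 HER, 2 LIM and 2 HF arrays. Of the 8 LIM arrays, 3 detected miR-2469 and 5 detected miR-2439-3p, so the sizes of these differences depend on the floor. Over the 20 arrays without the weak ones, 12 miRNAs were higher in HER than in LIM cells and 1, miR-184, also chosen after its values had been seen, was lower, with a log2 difference of -2.02 (adjusted p = 0.037). The lowest adjusted p of these was 5.4e-05, for miR-487b of the imprinted DLK1-DIO3 region, with 5.84 ± 0.17 in HER (SD, n = 8) and 4.93 ± 0.26 in LIM arrays (SD, n = 5), a miRNA that over these 20 arrays also rose in HER against HF cells (log2 difference 0.83, adjusted p = 1.1e-05). Over 24 arrays it did not pass in either comparison (adjusted p = 0.14 and 0.18). The myomiRs did not pass between the beef breeds. None of the 5 tested was higher or lower, and the median of their log2 differences was -0.02 over 24 arrays, and -2.04 with the percentile over all miRNAs of the array. The methods' test of this comparison called 0 miRNAs over 24 arrays (33 at an unadjusted p under 0.05) and 9 over 20, and limma called 0 with the percentile over all miRNAs (39 at an unadjusted p under 0.05), without scaling (42) and with the 2 breeds alone in the fit (41). Leaving out HER replicate 4 or HER replicate 8 also left 0 calls (47 and 51 at an unadjusted p under 0.05), leaving out LIM replicate 2 or HER replicate 5 gave 5 and leaving out LIM replicate 5 gave 9. HER replicates 4 and 8 deviated alike from the mean of their breed (correlation 0.79 over the tested miRNAs), and the sources used here do not say whether they share an animal, so the 3 calls are not shown to hold across animals. The median difference of all tested miRNAs between HER and LIM cells was 0.60 over 24 arrays and 0.10 over 20.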

**Fig. 2:**
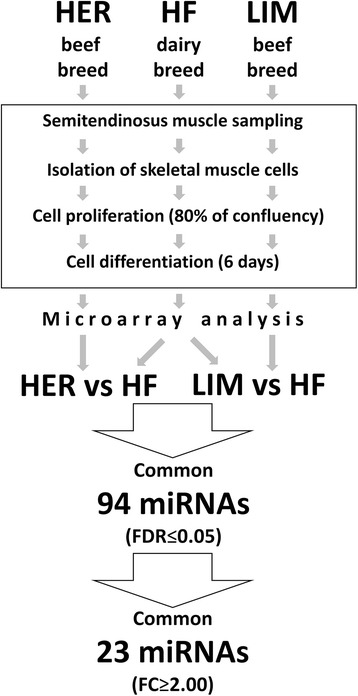
Experiment design and microarray results. HF - Holstein-Friesian; HER - Hereford; LIM - Limousine; *n* = 4

**Table 2:** MiRNAs varying in expression in primary cultures of skeletal muscle cells isolated from semitendinosus muscle of both beef breed bulls (HER and LIM), when compared with the dairy breed (HF; the reference)

No.	Systematic name	p (Corr)	FC (HER vs. HF)	Log FC (HER vs. HF)	Regulation (HER&LIM vs. HF)	FC (LIM vs. HF)	Log FC (LIM vs. HF)	Active Sequence	miRBase Accession No.
1	bta-miR-139	3.07E-13	123.08	6.94	up	126.11	6.98	ACTGGAGACACGTGC	MIMAT0003788
2	bta-miR-2469	1.07E-03	83.81	6.39	up	11.25	3.49	AAGCCGCAGGCCC	MIMAT0012059
3	bta-miR-486	2.06E-03	51.74	5.69	up	35.07	5.13	CTCGGGGCAGCTCA	MIMAT0009329
4	bta-miR-2439-3p	6.58E-03	31.43	4.97	up	7.98	3.00	TCTGCCTACCTGTCTTC	MIMAT0012014
5	bta-miR-449a	4.82E-02	21.21	4.41	up	10.53	3.40	ACCAGCTAACAATACACTGC	MIMAT0009320
6	bta-miR-503-5p	1.26E-02	15.69	3.97	up	15.71	3.97	CAGTACTGTTCCCGC	MIMAT0025557
7	bta-miR-1	1.87E-06	12.44	3.64	up	14.67	3.87	ATACATACTTCTTTACATTCC	MIMAT0009214
8	bta-miR-133a	1.68E-06	11.63	3.54	up	12.57	3.65	CAGCTGGTTGAAGGGGAC	MIMAT0009225
9	bta-miR-206	1.07E-05	11.60	3.54	up	13.36	3.74	CCACACACTTCCTTAC	MIMAT0009260
10	bta-miR-133b	5.70E-06	11.53	3.53	up	12.12	3.60	TAGCTGGTTGAAGGGGACC	MIMAT0009226
11	bta-miR-542-5p	2.59E-02	8.77	3.13	up	25.04	4.65	CTCGTGACATGATGATC	MIMAT0013594
12	bta-miR-128	2.59E-02	4.51	2.17	up	4.78	2.26	AAAGAGACCGGTTCACTGT	MIMAT0003541
13	bta-miR-660	5.18E-04	2.49	1.32	up	2.26	1.18	CAGCTCCGATATGCAA	MIMAT0004344
14	bta-miR-378b	2.00E-03	2.42	1.28	up	2.38	1.25	GCCTTCTGACTCCAAG	MIMAT0025535
15	bta-miR-378c	4.33E-03	2.25	1.17	up	2.18	1.13	ACTTCTGACTCCAAGTC	MIMAT0025551
16	bta-miR-30a-5p	6.14E-03	2.14	1.10	up	2.51	1.33	AGCTTCCAGTCGAGG	MIMAT0003841
17	bta-miR-30f	1.45E-02	2.14	1.10	up	2.86	1.52	AGCTGAGAGTGTAGGGT	MIMAT0009282
18	bta-miR-9	2.77E-02	−40.65	−5.35	down	−16.45	−4.04	TCATACAGCTAGATAACCA	MIMAT0009389
19	bta-miR-29b	2.08E-03	−18.13	−4.18	down	−4.24	−2.08	AAACACTGATTTCAAATGGT	MIMAT0003828
20	bta-miR-31	1.99E-03	−16.57	−4.05	down	−213.81	−7.74	AGCTATGCCAGCATCTT	MIMAT0003548
21	bta-miR-194	4.25E-02	−14.83	−3.89	down	−2.55	−1.35	TCCACATGGAGTTGCT	MIMAT0009254
22	bta-miR-145	3.22E-02	−3.38	−1.76	down	−2.82	−1.5	AGGGATTCCTGGGAAAAC	MIMAT0003542
23	bta-miR-222	4.74E-02	−2.53	−1.34	down	−2.12	−1.08	ACCCAGTAGCCAG	MIMAT0003530

*FC* fold change, *HF* Holstein-Friesian, *HER* Hereford, *LIM* Limousine; FDR ≤ 0.05; FC ≥ 2.0; *n* = 4 (see statistical analysis)

### Functional analysis of identified miRNAs

A functional analysis of 23 identified miRNA molecules using Pathway Studio Web (Elsevier, Netherlands) allowed the identification of muscle development-related biological processes in which HER/LIM cell-specific miRNAs could be involved. According to the aforementioned database, a majority of the analyzed molecules were engaged in the myogenesis process (miR-1, -29b, -128, -133a, -133b, -139, -206, -222, -449a, -486, and -503). Among them, 9 miRNA were classified as involved in myoblast differentiation (miR-1, -128, -133a, -133b, -139, -206, -222, -486, and -503). Moreover, some of identified molecules were also annotated as taking part in myoblast proliferation (miR-1, -128, -133a, -133b, -139, and -206); myocyte function (miR-31, -133a, -145, and -222); myoblast fusion (miR-206, -222, and -486); and satellite cell activation (miR-1 and -206) (Fig. 3).

**Fig. 3:**
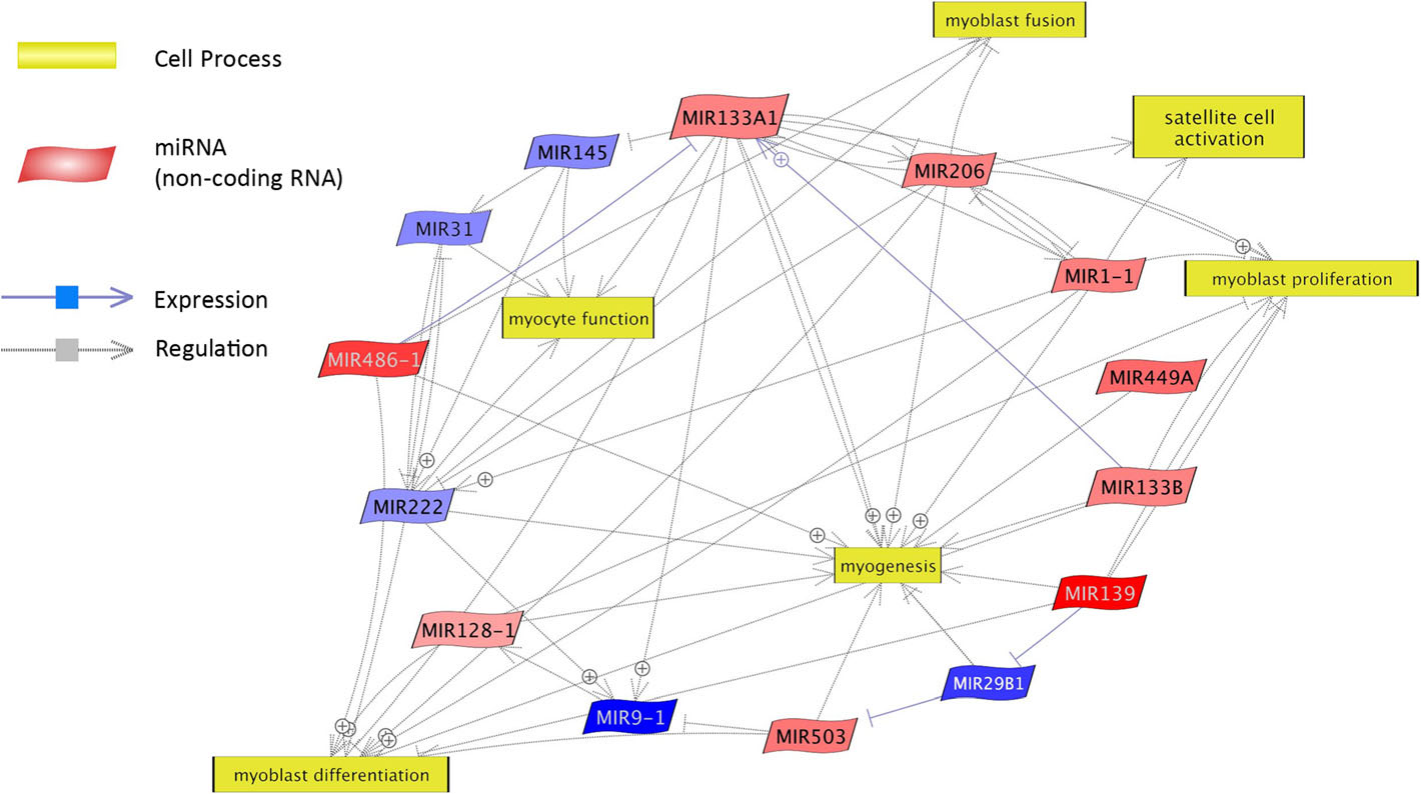
Relevance network of identified miRNAs and biological processes concerning skeletal muscle development. Upregulated and downregulated miRNAs were marked in red and blue, respectively (Pathway Studio Web; Elsevier, Netherlands)

### Real-time qPCR validation

Based on the available literature and the Pathway Studio Web analysis, 10 out of the 23 miRNAs identified by the microarray technique were selected for the qPCR validation. Among them were muscle-specific myomiRs miR-1, -133a, -206, and miR-486 and non-myomiRs such as miR-9-5p, -128, -139, -145, -503, and -660. A statistical analysis of the qPCR results using the GenEx 6.0 software confirmed microarray data showing a significant upregulation of myomiRs in the HER/LIM cell cultures as compared to that in the HF cell cultures (Fig. 4A). For non-myomiRs, a statistically significant upregulation of miR-128 and -139 was confirmed. Statistically significant downregulation was confirmed for miR-9-5p and miR-145 only in the case of the HER cell cultures (for LIM, *p* ≤ 0.16 and *p* ≤ 0.053, respectively). The expression difference of miR-503 and miR-660 was not statistically significant in the qPCR analysis (Fig. 4B). 

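On the arrays, 8 of the 10 miRNAs taken to qPCR had higher means in HER and LIM than in HF cells and 2, miR-9 and miR-145, had lower means, over 24 arrays as over 20. miR-145, a smooth muscle miRNA, had differences of -1.74 in HER (standard error 0.81, adjusted p = 0.21) and -2.52 in LIM against HF cells (standard error 0.81, adjusted p = 0.085). Leaving out LIM replicate 1, on which it was not detected, gave -1.80 in HER and -1.76 in LIM cells, with adjusted p-values of 0.019 and 0.046. It fell by 1.66 in HER cells over the 20 arrays without the weak ones (adjusted p = 0.010), while -1.48 in LIM cells did not pass (adjusted p = 0.10). miR-503-5p, of a cluster on the X chromosome with members induced in myogenic differentiation, rose in HER cells by 1.84 (standard error 0.50, adjusted p = 0.025), while its difference of 0.99 in LIM cells did not pass (adjusted p = 0.40). It was detected on 4 of 8 HF arrays, and leaving out any 1 of HF replicates 1, 4 and 5 or HER replicates 4, 6 and 8 raised the adjusted p in HER cells to between 0.054 and 0.057. Without the weak arrays it passed in HER (1.83, adjusted p = 0.0010) and LIM cells (1.76, adjusted p = 0.014). miR-660, which the RefSeq annotation of ARS-UCD2.0 places in CLCN5, had differences of 1.75 in HER and 0.27 in LIM cells (adjusted p = 0.10 and 0.86), and rose over 20 arrays by 1.41 and 1.20 (adjusted p = 0.00027 and 0.010). In a clustering of the arrays by the 10 miRNAs (Ward's algorithm, Euclidean distance), all 24 arrays fell on the side of their own type when the tree was divided into 2 groups, with 8 HF arrays in one and 16 beef breed arrays in the other. The study took the 10 from its 23 miRNAs, chosen for differing from HF cells on these samples, so this division was largely fixed in advance. With all 239 tested miRNAs, 15 of 24 arrays did so. That tree set the weak arrays HF replicate 4 and LIM replicates 1 and 7 against the other 21, so it did not divide the breed types. With average linkage on the 10 miRNAs, which set 1 array against 23, 17 of 24 arrays fell on the side of their own type. Over the 20 arrays, 20 of 20 did so with either linkage on the 10 miRNAs, and 15 of 20 with all 237 tested.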

All miRNAs validated by qPCR exhibited the same trend of expression change as in the microarray experiment.

**Fig. 4:**
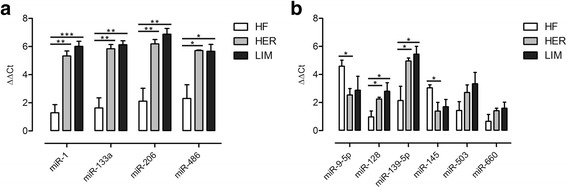
Real-time qPCR validation of microarray results for myomiRs (**a**) and non-myomiRs (**b**). Results are shown as mean ± SEM with *, **, and *** asterisks for *p* ≤ 0.05, *p* ≤ 0.01, and *p* ≤ 0.001, respectively; *n* = 4

### Expression of selected myogenesis-related genes

Based on previous publications, a few pivotal myogenesis-related genes (*Myod*, *Myf5*, myogenin and *Mstn*) described as influenced by some of the identified miRNAs were chosen. The qPCR analysis revealed an increased transcript level in both HER/LIM-derived cells only for myogenin mRNA (Fig. 5). The difference in the myogenin expression between HER and LIM was not statistically significant. Expression of the other examined genes was not statistically significant in both HER/LIM cell cultures as compared to that of the HF-derived cells.

**Fig. 5:**
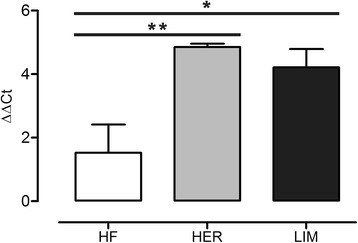
Expression of myogenin mRNA in primary cultures of skeletal muscle cells at 6th day of differentiation. Results are shown as mean ± SEM with * and ** asterisks for *p* ≤ 0.05 and *p* ≤ 0.01, respectively; *n* = 4

### Hierarchical clustering and Spearman’s correlation coefficient

Hierarchical clustering for the validated miRNAs and myogenin was performed using GenEx 6.0 (MultiD Analyses AB, Sweden). A clear distinction was observed between the beef and the dairy cattle-derived cell cultures, showing a higher similarity between HER and LIM, than HF cells (Fig. 6). Further, Spearman’s correlation coefficients calculated for the validated miRNAs showed a strong or very strong uphill correlation among the myomiRs (miR-1, -133a, -206, and -486), miR-128, and miR-139. All the aforementioned correlations were significant with *p* ≤ 0.01 (Additional file 3). Moreover, strong uphill correlations were also shown for the aforementioned myomiRs and myogenin with *p* ≤ 0.05 (Additional file 3).

**Fig. 6:**
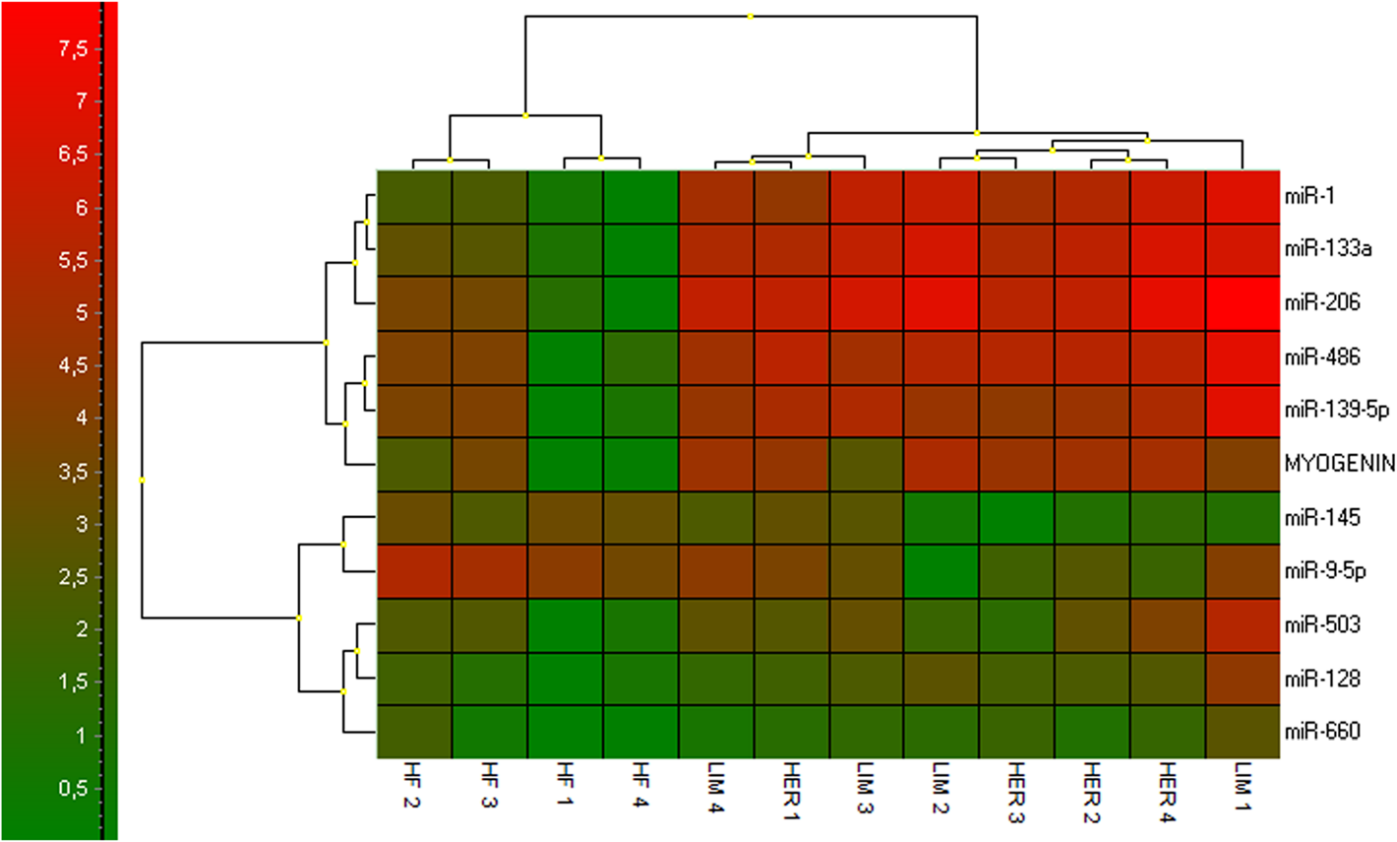
Hierarchical clustering of the validated miRNAs and myogenin (GenEx 6.0; MultiD Analyses AB, Sweden); *n* = 4

### miRNA target gene prediction and functional analysis

The TargetScan database and the Pathway Studio algorithm (PicTar and miRanda) were used for the miRNA target gene prediction. TargetScan search resulted in 5142 records (total context score ≤ − 0.3) with 3918 unique targets (after the removal of duplicates). The Pathway Studio analysis revealed 3355 records and 2392 unique target genes for the set of the 23 identified miRNA molecules. Both sets of genes were compared, and the overlapping 1249 miRNA targets were considered significant (Additional file 4). The batch of all identified targets was loaded in the DAVID online software to find biological processes in which miRNA-related genes are involved. The functional analysis resulted in 192 processes (FDR ≤ 0.05) in which nearly 1250 genes were engaged (Additional file 5). Among them, 40 genes were involved in the muscle organ development process (Table 3). Moreover, the PANTHER online database was used for a functional analysis for the same group of targets, showing the involvement of 21 genes in the muscle organ development process (Table 3, Additional file 6). Both sets of targets belonging to the developmental process of a muscle organ were combined into one group of miRNA-related genes of interest. Surprisingly, only 5 target genes were similar for both analyses (DAVID/PANTHER) (Table 3).

**Table 3:** Muscle organ development process-related target genes identified in DAVID and PANTHER. Full sets of identified processes and the corresponding target genes are listed in Additional files 5 (DAVID) and 6 (PANTHER)

Selected muscle-related biological processes (DAVID)			
Term	Count	Genes	FDR
GO:0007517 muscle organ development	40	*Sri, Cav2,* *Mef2a* *, Utrn, Eln,* *Cacnb2* *,* *Pax3* *, Tagln2, Itgb1, Pten, Tgfb2, Gphn, Atg5, Gata6, Hlx,* *Pax7* *, Col6a3, Rhoa, Ppp3ca, Rarb, Nr2f2, Col11a1, Foxl2, Actc1, Met, Mstn, Igf1, Tbx1,* *Mbnl1* *, Sirt1, Prox1, Foxp1, Foxp2, Fxr1, Mapk14, Six1, Pdgfrb, Hbegf, Foxc1, Serp1*	1.11E-04
Selected muscle-related biological process (PANTHER)			
Term	Count	Genes	
muscle organ development (GO:0007517)	21	*Hoxa9, Lef1, Otx2, Lpp,* *Pax7* *, Hoxb4, Lhx5, Hoxa11, Dlx3, Myo1c, Pdlim2, Myo5a, Myo10,* *Cacnb2* *,* *Mef2a* *, Hoxa13, Pax3, Lhx8, Cdh24, Hoxc13,* *Mbnl1*	

Underlined are genes common for both the DAVID and the PANTHER analyses. *DAVID* The Database for Annotation, Visualization and Integrated Discovery v6.7, *PANTHER* Protein ANalysis THrough Evolutionary Relationships Classification System, *FDR* false discovery rate

Apart from their involvement in the muscle organ development process, the identified target genes were classified as participating in positive (49) and negative (45) regulation of cell differentiation. Target genes belonging to all the identified processes are listed in Additional file 5.

Using the DAVID algorithm, the Kyoto Encyclopedia of Genes and Genomes (KEGG) database was searched, showing the involvement of the predicted targets in 56 signaling pathways (Additional file 7). This included MAPK, insulin signaling, mTOR, ErbB, TGFβ, and Wnt pathways (Additional file 8), which are mentioned in discussion as possibly regulated by the identified miRNAs.

## Discussion

MiRNAs and their role in skeletal muscle development have been studied in recent years showing that myogenesis is governed not only by myogenic regulatory factors, (such as MYF5, MYOD, myogenin, MRF4), growth factors and the related proteins, but also by small non-coding RNA. These small non-coding RNA fragments cooperate with the abovementioned regulatory factors in executing myogenic cell proliferation, differentiation, fusion, and myofiber maturation during skeletal muscle growth [8]. Albrecht et al. [22, 23] in their in vivo study reported a tendency showing a higher number of muscle fibers per muscle bundle in beef than in dairy cattle during both late gestation and postnatal muscle maturation. However, a statistically significant difference was observed only in the case of the Belgian Blue breed when compared to Holstein-Friesian. Rehfeldt et al. [24] suggested that animals with a larger number of muscle fibers of moderate size produce more meat of better quality. In a previous publication, we reported the major carcass traits of three cattle breeds, with the lowest dressing percentage for the Holstein-Friesian breed and significantly higher for the Hereford and Limousin breeds [12].

Because muscle mass is determined, at least in part, by the number of muscle fibers already formed during fetal life [4], we decided to examine the differences in the in vitro differentiation of skeletal muscle cells between beef and dairy cattle-derived primary cultures and to investigate the breed-specific miRNA pattern characteristic for HER/LIM cell cultures.

In the proposed experimental model, we did not separate all the non-myogenic cells from the culture to allow the influence of the muscle stem cell niche cells on the satellite cells present in the primary culture. As the cells were isolated from the same portion of the semitendinosus muscle, in two independent isolations from both half-carcasses of each animal, using the same amount of tissue and the same methodology, we considered such prepared primary cultures as characteristic for the specific breed. To increase the number of satellite cells that we wanted to subject to differentiation in the primary cultures, the preplating procedure was used four times. The preplating was done in the same manner for all the isolations from all the animals. This approach should provide a condition similar to this in muscle in vivo (except the number of myoblast cells), where proliferating, differentiating, and fusing myoblasts are under the influence of the factors and metabolites released by neighboring cells representing the skeletal muscle stem cell niche [8]. It must be kept in mind that the considered primary cultures of skeletal muscle cells were not pure satellite cell cultures but contained an enhanced percentage of myogenic cells and different breed-dependent amount of other cells present in the muscle tissue. This could be a main source of variation of the myotube number and miRNA expression in the examined primary cultures of skeletal muscle cells.

As a result of the myogenic differentiation of the isolated cells, enhanced myotube formation was observed in the HER/LIM-derived primary cultures as compared to the HF cells (Fig. 1). It was accompanied by a differential expression of the 23 miRNAs (FDR ≤ 0.05, FC ≥ 2.0; Fig. 2, Table 2). Real-time qPCR validation of the selected miRNA confirmed the trends observed in the microarray analysis; however, the expression differences of miR-503 and miR-660 were not statistically significant (Fig. 4). Moreover, a higher expression of myogenin mRNA was detected in both HER/LIM breed-related cells (Fig. 5). A functional analysis of the identified miRNAs confirmed their involvement in myogenesis, particularly in the differentiation processes (Fig. 3). Considering the above data, in the following discussion, it should be kept in mind that the obtained results relate to the interbreed differences in the miRNA expression in the primary cell cultures subjected to differentiation, and they are not a proliferation vs. differentiation comparison. It is also important to note that the isolated cells were not pure satellite cell cultures and the interbreed differences in myogenic/non-myogenic cell content in the primary culture could be the main source of the observed variation in the miRNA expression.

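In a list of mesenchymal markers (miR-199a, miR-199b, miR-199c and miR-214 arms), 2 of 5 members, miR-199a-5p and miR-199c, were lower in HER cells and none was higher (4 lower when adjusted over the list alone), and 4 of 5 were lower over the 20 arrays without the weak ones (5 when adjusted over the list alone). With camera's preset correlation the list passed in HER cells (adjusted p = 2.5e-05), but not with an estimated one (adjusted p = 0.098 with an estimated correlation). By a second list test, fry, it passed in HER cells (adjusted p = 0.014). The mean log2 signal of its members was 7.89 ± 0.61 in HF, 5.81 ± 1.31 in HER and 6.57 ± 1.98 in LIM arrays (SD, n = 8 each). miR-199a-5p fell by 2.25 on the log2 scale in HER cells (standard error 0.41, adjusted p = 0.00064). In LIM cells no member of this list passed, with a median log2 difference of -1.59, and the list did not pass either (adjusted p = 0.11). The smooth muscle and pericyte miRNAs miR-143 and miR-145, which neighbour each other, had a mean of 7.96 ± 0.56 in HF, 6.13 ± 1.28 in HER and 5.54 ± 1.83 in LIM arrays (SD, n = 8 each). In each beef breed 1 of the 2 fell, miR-143 (2 lower when adjusted over the list alone), with log2 differences of -1.92 in HER (adjusted p = 0.033) and -2.33 in LIM cells (adjusted p = 0.014), and over 20 arrays both fell in HER and neither in LIM cells (0 of 2, and 2 when adjusted over the list alone). The smooth muscle list passed in HER and LIM cells with camera's preset correlation (adjusted p = 0.021 and 0.027), but not with an estimated one (adjusted p = 0.15 and 0.21). By fry it passed in both (adjusted p = 0.025 and 0.0058). Over 20 arrays the mesenchymal list passed in HER cells with the preset correlation (adjusted p = 0.0025), but not with an estimated correlation (adjusted p = 0.24). The smooth muscle list did not pass in camera in HER or LIM cells (adjusted p = 0.11 and 0.12), but did by fry (adjusted p = 0.0067 and 0.047). An endothelial marker, miR-126-3p, was detected on 4 HER arrays, 1 LIM array and no HF array, with a higher mean in HER than in HF cells, which did not pass (adjusted p = 0.12; 1 of 1 when adjusted over the list alone). None of 6 blood and immune and none of 6 epithelial miRNAs was detected on any array. Of 3 neural miRNAs on the list, 1 was detected and none was tested. This neural list does not hold the probe set miR-9_v13.0, which was tested under that name. Its differences of -1.16 in HER and -0.97 in LIM cells did not pass in limma over all arrays (adjusted p = 0.16 and 0.36). Leaving out 1 of HF replicates 1 and 5 or HER replicates 3, 4, 7 and 8 took miR-199c (-2.37 in HER cells, adjusted p = 0.030) to an adjusted p of 0.054 to 0.066, and leaving out 1 of 9 arrays took miR-143 in HER cells to 0.056 to 0.087.

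**Figure D2:**
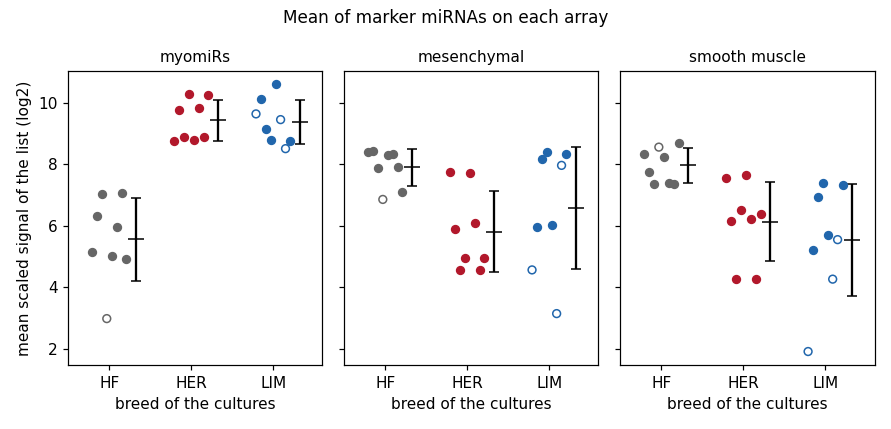
Mean scaled log2 signal of 5 myomiRs, 5 mesenchymal miRNAs and 2 smooth muscle miRNAs on each array of HF, HER and LIM cultures (8 arrays each, vertical axis in log2 units); bars are the mean and SD of the 8 arrays, and open points the 4 weak arrays. The myomiR means of all HER and LIM arrays (8.50 to 10.60) lie above those of all HF arrays (2.99 to 7.05), while the mesenchymal and smooth muscle means of the breeds overlap.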

In the following discussion, symbols of genes and their protein products have been presented in their original form depending on the specificity of the cited paper, as lowercase italic with the first letters in uppercase or as uppercase letters when they refer to transcriptomic or proteomic research, respectively.

A few high-throughput studies have confirmed some of the identified miRNAs (miR-1, miR-128, miR-133a, miR-133b, miR-206, miR-222, and miR-503) as common for skeletal muscle development in mouse, human, pig, common carp [11], and cattle [25]. All the aforementioned miRNAs have manifested upregulation during myogenic differentiation, except the downregulated miR-222, both in the above-cited papers [11, 25] and in our study (Table 2).

### MyomiRs - muscle-specific miRNAs

In our experiment, four myomiRs were identified as differentially expressed. Their expression in the HER/LIM-derived primary cultures was considerably higher than in HF cells (Table 2, Fig. 4). 

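MyomiRs were higher in both beef breeds, and for miR-1, miR-133a, miR-133b and miR-206 every HER and LIM array lay above every HF array. All 5 myomiRs tested (miR-1, miR-133a, miR-133b, miR-206 and miR-486) rose in HER cells, and 4 of 5 in LIM cells over 24 arrays (5 when adjusted over the list alone) and 5 of 5 over the 20 arrays without the weak ones. miR-206, specific to skeletal muscle, had a log2 signal of 7.36 ± 2.51 in HF, 11.81 ± 0.68 in HER and 12.36 ± 0.99 in LIM arrays (SD, n = 8 each), a log2 difference of 4.46 in HER (standard error 0.77, adjusted p = 0.00034) and 5.01 in LIM cells (standard error 0.77, adjusted p = 5.9e-05). Its neighbour miR-133b, read at 23:24312381-24312398 on the build UMD 3.1 of the array's annotation, with miR-206 at 23:24308101-24308115, differed by 3.80 in HER and 3.77 in LIM cells (standard error 0.46 for both, adjusted p = 4.2e-06 and 3.1e-06). miR-1 and miR-133a are encoded together at 2 loci, on chromosomes 13 and 24, and the arrays cannot tell the copies apart. miR-1 rose by 4.19 and 4.31 (standard error 0.53, adjusted p = 4.2e-06 and 3.1e-06) and miR-133a by 4.12 and 4.14 (standard error 0.53, adjusted p = 4.2e-06 and 3.9e-06) in HER and LIM cells. HF replicate 4, one of the weak arrays, did not detect miR-1, miR-133a or miR-206, and without the weak arrays the differences lay between 3.62 and 3.73 in HER and between 3.62 and 3.9 in LIM cells for these 4 miRNAs. The myomiR list passed in HER and LIM cells with an estimated correlation (adjusted p = 0.019 and 0.00042); over 20 arrays it passed so in LIM (adjusted p = 0.024) but not in HER cells (adjusted p = 0.19 with an estimated correlation). Mesenchymal and smooth muscle miRNAs had lower means in HER cells, with log2 differences of -2.08 and -1.83 (exact permutation p = 0.0025 and 0.0020), and smooth muscle miRNAs also in LIM cells (-2.42, exact permutation p = 0.00047). The mesenchymal difference of -1.32 in LIM cells did not pass (exact permutation p = 0.092), and was -0.82 over 20 arrays (exact permutation p = 0.17). The other 3 members of the list, miR-208a, miR-208b and miR-499, were detected on too few arrays to be tested. All 5 tested myomiRs are also among the miRNAs that the study reports as higher on these samples. These values had been seen beforehand, so this list is not independent evidence.

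**Figure D3:**
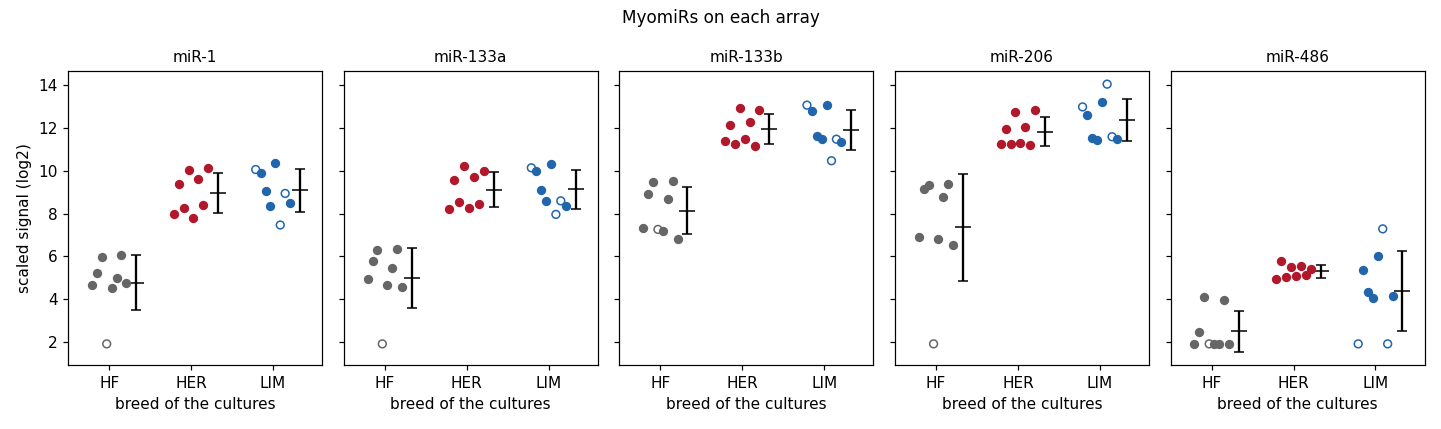
Scaled log2 signal (vertical axis) of miR-1, miR-133a, miR-133b, miR-206 and miR-486 on each of the 8 arrays of HF, HER and LIM cultures; bars are the mean and SD of the 8 arrays, and open points the 4 weak arrays. For miR-206 the HER and LIM arrays lie between 11.20 and 14.05 and the HF arrays between 1.92, the floor, and 9.37.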

In general, the myomiRs expression is greatly enhanced during myogenesis and is required for its optimal progression [26]. Cell culture experiments have shown that miR-1 and miR-206 promote muscle cell differentiation, whereas miR-133 enhances cell proliferation. Dai et al. [27] confirmed the mechanism in which miR-1 and miR-206 positively regulate bovine skeletal muscle satellite cell myogenic differentiation via the downregulation of PAX7 and HDAC4. MiR-1 and miR-206 were also found to inhibit PAX3 [28] and NOTCH3 [29] allowing differentiation to proceed. Moreover, miR-206 directly targets cyclin D1 (CCND1) and DNA polymerase α (POLA1), reducing the proliferation rate of myogenic cells [30]. It might also indirectly downregulate DNA-binding protein inhibitors (IDs) and myogenic repressors (MYORs), the *Myod* inhibitors, and thus, regulate myoblast differentiation [10]. One study suggested that the rapid removal of SNAI1 and SNAI2 at the onset of differentiation is mediated by miR-30a and miR-206, respectively, resulting in the upregulation of myogenin and a dependent increase in the miR-30a and miR-206 expression [31]. Confirmed upregulation of myogenin mRNA in the HER/LIM cells could strengthen the possibility that similar mechanisms are executed in these cells (Fig. 5). It should be noted that miR-30a, which regulates the *Snai1* expression, was also upregulated in our study (Table 2).

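miR-30a-5p was higher in LIM and HER cells, at 6.21 ± 0.66 in HF, 7.45 ± 0.55 in HER and 8.10 ± 1.20 in LIM arrays (log2 signal, SD, n = 8 each), and was detected on every array. Its log2 difference passed in LIM cells, at 1.88 (standard error 0.42, adjusted p = 0.0072), and not in HER cells over 24 arrays, at 1.24 (standard error 0.42, adjusted p = 0.083). Without LIM replicate 6 alone the HER difference was 1.15 with an adjusted p of 0.029, and over the 20 arrays without the weak ones both passed, at 1.19 in HER (adjusted p = 0.0044) and 1.35 in LIM cells (adjusted p = 0.016). The array's annotation places its target at 9:10768292-10768305 on UMD 3.1. Of the 6 members of the miR-30 family, which share a seed, miR-30a-5p alone passed in LIM cells and none in HER cells (1 when adjusted over the list alone), and the family as a list did not pass (adjusted p = 0.81 in HER and 0.47 in LIM cells). miR-30f had differences of 1.57 in HER and 0.40 in LIM cells (adjusted p = 0.22 and 0.84), which passed at 1.20 and 1.54 over 20 arrays (adjusted p = 0.014 and 0.025). Over those arrays 1 member, miR-30b-5p, chosen after its values had been seen, was lower in HER cells, at -0.27 (adjusted p = 0.034).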

MiR-133, another myomiR, has been confirmed to increase myoblast proliferation and regulate differentiation by targeting SRF, MAML1, nPTB, and UCP2 proteins [10, 32]. The combined action of miR-133 and myomiRs (miR-1 and -206) induces MYOD1, PAX7, and myogenin causing myoblast differentiation [33]. Upregulation of both miR-133 and myogenin under IGF-1 influence has also been described [34]. It is plausible that in HER/LIM cells, the differentiation progression is accelerated via similar mechanisms involving miR-1, miR-133, miR-206, and myogenin, resulting possibly in enhanced myotube formation observed in the primary cultures of the skeletal muscle with a HER/LIM origin (Fig. 1).

Finally, miR-486 was last of the myomiRs differing in expression between the HER/LIM and the HF cells (Table 2, Fig. 4). 

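miR-486 was detected on all 8 HER arrays, on 6 of 8 LIM and on 3 of 8 HF arrays, with log2 signals of 5.31 ± 0.30, 4.38 ± 1.87 and 2.52 ± 0.96 (SD, n = 8 each, undetected signals at the floor of 1.92). It rose in HER cells by 2.79 on the log2 scale (standard error 0.59, adjusted p = 0.0026), while the difference of 1.87 in LIM cells did not pass over 24 arrays (standard error 0.59, adjusted p = 0.085). LIM replicates 1 and 7, both weak, did not detect it, and without either of them LIM cells passed, at 2.18 without LIM replicate 1 and 2.23 without LIM replicate 7 (adjusted p = 0.031 and 0.020). With the 4 weak arrays left out it rose by 2.78 in HER (adjusted p = 1.7e-05) and by 2.14 in LIM cells (adjusted p = 0.0025), where all 5 LIM arrays detected it. The array reads it at 27:36261858-36261870 (UMD 3.1). This miRNA is also abundant in red blood cells.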

MiR-486 has been shown to influence myoblast differentiation by targeting *Pax7* and promoting the IGF-1R/PI3K/AKT signaling pathway by repressing its negative regulators PTEN and FOXO1A [28, 35]. PTEN inhibition leads to the activation of mTOR and an increase in protein synthesis [36]. The downregulation of miR-486 in normal myoblasts results in an impaired migration and myoblast fusion [37].

Note that the feedback loop of transcription factors, including myogenin, has been confirmed to participate in myomiR regulation [38], which may indicate it to be a molecule specifically modulating the miRNA expression in HER/LIM-derived cells, which can in turn be reinforced by strong uphill correlations between myogenin and the myomiRs identified in this study (Fig. 6, Additional file 3).

### Non-myomiRs engaged in myoblast differentiation

In addition to the aforementioned myomiRs, some of the identified miRNAs are also linked to myogenic differentiation. Among them is miR-139, which was expressed over 120 times more in the HER/LIM cells (Table 2, Fig. 4). 

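miR-139 was not detected on any HF array and was dim elsewhere, at 3.56 ± 0.53 in HER and 2.99 ± 1.11 in LIM arrays against the floor of 1.92 (log2 signal, SD, n = 8 each). The higher mean in LIM than in HF cells did not pass the test over 24 arrays (adjusted p = 0.105), and none of the 3 weak LIM arrays detected it. It was detected, over the 20 arrays, on all 8 HER and all 5 LIM arrays and was at least 3.27-fold higher in HER (adjusted p = 2.2e-05) and at least 3.18-fold higher in LIM than in HF cells (adjusted p = 0.00032). HER and LIM cells did not differ in it (log2 difference 0.57, standard error 0.36, adjusted p = 0.30). As HF cells have only a bound, no fold beyond it can be given from the detected signals. The paper's log2 differences, 6.94 in HER and 6.98 in LIM cells for miR-139, match the 20 arrays with undetected signals kept at 0.1, up to a constant offset. Their size thus rests on the 0.1 written for HF arrays. The target of miR-139 lies at 15:52956197-52956210 on UMD 3.1, and the RefSeq annotation of ARS-UCD2.0 places the gene in PDE2A, which encodes a phosphodiesterase.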

Hasseine et al. [39] found that miR-139 directly targets *Foxo1* mRNA and reduces the level of its protein. It is plausible that miR-139 supports the miR-486-dependent inhibition of *Foxo1* translation, thereby increasing the mTOR-mediated protein synthesis. However, information about its role in skeletal muscle development is still scarce. Moreover, miR-139-5p was also shown to induce cell cycle arrest (prerequisite of differentiation) by targeting oncogenic nuclear receptor subfamily 5, group a, member 2 (*Nr5a2*) [40], which was confirmed to be developmentally regulated in bovine skeletal muscle [41].

Another molecule, miR-128a (Table 2, Fig. 4), known to be increased during myoblast differentiation, was upregulated in cells derived from beef cattle muscle. 

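miR-128 rose in HER cells, from 3.79 ± 1.11 in HF to 6.37 ± 0.55 in HER arrays (log2 signal, SD, n = 8 each), a log2 difference of 2.59 (standard error 0.76, adjusted p = 0.033). LIM arrays fell into 2 parts, since the 5 arrays of good quality read between 5.70 and 7.47 while LIM replicates 1, 6 and 7 did not detect it, and their difference of 0.99 from HF cells did not pass over 24 arrays (adjusted p = 0.55). Without these arrays and HF replicate 4 the differences were 2.27 in HER and 2.28 in LIM cells (standard error 0.34 and 0.38, adjusted p = 3.5e-05 and 0.00032). The miRNA is encoded at 2 loci, read at 2:62007803-62007821 and 22:9738651-9738669 on UMD 3.1, in R3HDM1 and ARPP21 in the RefSeq annotation of ARS-UCD2.0, and the arrays do not separate them. Leaving out 1 of HF replicates 1, 4, 5 and 8 or HER replicates 2, 4, 6 and 8 raised the adjusted p in HER cells to between 0.056 and 0.087.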

Overexpression of miR-128a in myoblasts impede cell proliferation by targeting IRS1 [42], while its inhibition promotes proliferation and myotube hypertrophy [43]. It has also been found to regulate the target genes involved in insulin signaling. MiR-128a is predicted to target the 3′-untranslated region of *Foxo1* [43] and thus, regulate AKT signaling, which could potentiate the action of the earlier described miRNAs -139 and -486. Another miR-128 putative target engaged in muscle development, *Nr5a2*, was identified in chickens [44]. Further, we assume that, at least partially, the coordinated action of miR-128 and miR-139 could influence the HER/LIM cell differentiation in a similar manner, possibly via the inhibition of *Foxo1* and *Nr5a2*. Both the aforementioned miRNAs have manifested strong and very strong uphill correlations between each other and myomiRs, respectively, and a moderate uphill correlation with myogenin (Fig. 6, Additional file 3).

The last miRNA in this group is miR-222. It has been downregulated in HER/LIM primary cultures. 

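miR-222 had lower means in both beef breeds, at 6.89 ± 0.53 in HF, 5.76 ± 1.15 in HER and 5.76 ± 1.67 in LIM arrays (log2 signal, SD, n = 8 each), a log2 difference of -1.13 in each (standard error 0.59). Neither difference passed over 24 arrays (adjusted p = 0.25 in HER and 0.40 in LIM cells). In the 20 arrays without the weak ones miR-222 fell by 1.24 in HER cells (adjusted p = 0.018), and the difference of -1.06 in LIM cells did not pass (adjusted p = 0.16). Its cluster partner miR-221, read at X:103538905-103538920 with miR-222 at X:103538218-103538229 on UMD 3.1, had differences of -0.56 in HER and -0.60 in LIM cells (adjusted p = 0.36 and 0.42) and fell by 0.69 in HER cells over 20 arrays (adjusted p = 0.021). Neither of the 2 members of the pair passed over 24 arrays, also when adjusted over the list alone, and as a list the pair did not pass in HER (adjusted p = 0.0996) or LIM cells (adjusted p = 0.33). Over 20 arrays both members were lower in HER cells. The list did not pass there in camera (adjusted p = 0.14), but did by fry (adjusted p = 0.015).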

Cardinali et al. [45] reported miR-222 decrease in the differentiated quail myotubes. They confirmed the correlation of the miR-222 expression with the Ras/MAPK pathway and showed that its inhibition induced the expression of p27 (cell cycle inhibitor) and muscle-specific proteins, facilitating cell fusion and the assembly of contractile structures [45]. In recent studies, they also found that the overexpression of miR-222 and the consequent silencing of *Rbm24* resulted in the inhibition of myoblast fusion [46]. Furthermore, it was found that miR-222 negatively contributes to myoblast differentiation, taking part in the regulatory axis that includes mTOR and IGF-II [47]. miR-221/222 overexpression could directly increase β-catenin and repress the Wnt pathway inhibitors, enhancing the activity of the classic Wnt/β-catenin signaling pathway, which was shown to induce satellite cell proliferation [48].

It seems that all the aforementioned miRNAs differentially expressed in the HER/LIM-originating primary cultures of skeletal muscle cells can direct myogenesis towards differentiation progression (by different but complementary mechanisms), which can result in the increased number of myotubes observed in the HER/LIM-related cell cultures (Fig. 1).

### Other miRNAs

Besides the abovementioned miRNAs promoting myoblast differentiation, a few identified molecules such as miR-29b [49], miR-31 [50], miR-9 [51], miR-145 [52], miR-194 [53], miR-378 [54], miR-449 [55], miR-503 [11, 27], miR-542, [56], and miR-660 [11] were described in the literature as skeletal muscle-related. At this time, sufficient data have not been published concerning miR-2439-3p and miR-2469 engagement in the proliferation and differentiation processes of any cells. Their increased expression, particularly in HER-related cell cultures, suggests that they could play an important role in in vitro myogenesis in this breed.

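miR-2439-3p was highest in HER cells, at 5.04 ± 1.54 against 2.27 ± 0.71 in HF and 2.68 ± 0.83 in LIM arrays (log2 signal, SD, n = 8 each), and was detected on 8 HER, 4 HF and 5 LIM arrays. It rose by 2.78 in HER against HF cells (standard error 0.53, adjusted p = 0.00084), and its difference of 0.41 in LIM cells did not pass (standard error 0.53, adjusted p = 0.76). Without the weak arrays the differences were 2.79 (adjusted p = 0.00068) and 0.73 (adjusted p = 0.54). miR-2469 was dimmer, at 3.53 ± 0.91 in HER and 2.14 ± 0.41 in LIM arrays, with HF arrays at the floor of 1.92, and its difference in LIM cells did not pass (adjusted p = 0.79). Over 20 arrays it was higher in HER than in HF cells (adjusted p = 0.00033), and LIM cells did not pass (adjusted p = 0.60). Tested directly, HER against LIM cells passed for both miRNAs over 24 arrays (adjusted p = 0.016), but not after leaving out HER replicate 4 or HER replicate 8 (adjusted p = 0.053 and 0.051), and over 20 arrays it passed for miR-2469 (adjusted p = 0.037) and not for miR-2439-3p (adjusted p = 0.052). The targets are read at 8:11390429-11390440 for miR-2469 and at 5:112367002-112367018 and 5:118997196-118997212 for miR-2439-3p (UMD 3.1). The RefSeq annotation of ARS-UCD2.0 places the gene of miR-2439 in MRTFA, which encodes a coactivator of serum response factor, and that of miR-2469 in TOPORS.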

### Myogenesis-related miRNA target genes

A functional analysis of 1249 unique target genes predicted for 23 HER/LIM-specific miRNAs has shown nearly 200 processes in which they could be involved (DAVID, FDR ≤ 0.05). Among them is the muscle organ development process covering 40 target genes. Additionally, 21 genes were indicated in the PANTHER database to be participants of the same muscle organ development process (Table 3). Surprisingly, *Mef2a*, *Pax3*, *Pax7*, *Mbnl1*, and *Cacnb2* were the only target genes common for both analyses. Based on aforementioned findings, a relevance network of the direct interactions of miRNAs and their targets was prepared in the Pathway Studio Web software (Elsevier, Netherlands). It shows a complex network of the miRNA regulation of their direct or indirect target genes, some of which are well-known as myogenesis process-associated genes (Fig. 7). We suppose that the modulation of the expression of these genes (56 in total) by the HER/LIM cell-specific miRNA could govern the differences in myotube formation seen in the HER/LIM primary cultures. However, because this is only a prediction, their effective involvement in this phenomenon needs to be checked.

**Fig. 7:**
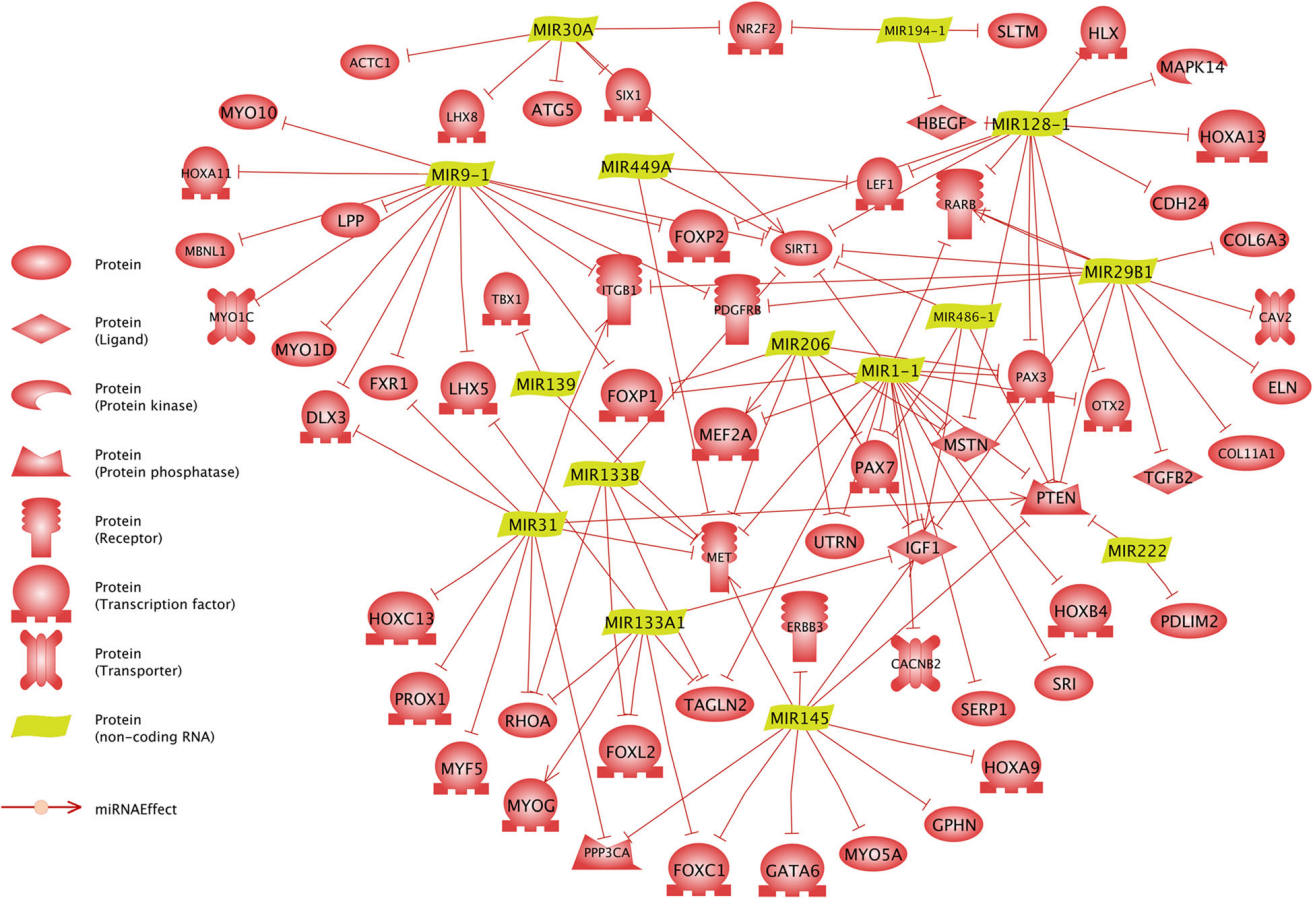
Relevance network of identified miRNAs and target genes belonging to the muscle organ development process (Pathway Studio Web, Elsevier, Netherlands)

In addition to the aforementioned muscle organ development process, general processes such as positive and negative regulation of differentiation were also identified (Additional file 5). This indicates a putative capability of the identified miRNAs in the regulation of dozens of genes undergoing expression at this stage of in vitro myogenesis and underlines the complexity of miRNA-dependent post-translational modifications in the primary cultures of muscle cells.

## Conclusions

Thus far, this is the first study showing the interbreed comparison of miRNA expression in a primary culture of skeletal muscle cells subjected to myogenic differentiation; these cells were isolated from semitendinosus muscle of bulls of different breeds and performance. We demonstrated an increase in the number of myotubes on day 6 of the differentiation of muscle-derived cells of the HER/LIM beef breed origin as compared to that in the case of the HF dairy breed-related cells. Further, differences in the miRNA expression in these cultures were demonstrated.

Because the primary cultures were not pure and contained breed-dependent number of myogenic/non-myogenic cells, the net effect of the identified miRNA action should be considered to be the resultant effect of the activity and mutual interactions of satellite cells and muscle stem cell niche cells, which putatively led to the formation of a relatively large number of myotubes in beef cattle-related cells (HER/LIM) during in vitro myogenesis.

As the number of specific cells was not equalized in the primary cultures among breeds (a proportional increase in the number of satellite cell numbers brought about by four iterations of preplating), it is possible that the variation in the number of myotubes and the identified miRNA expression differences between HER/LIM and HF were the effect of the breed-specific cell content in the primary cultures of the skeletal muscle-derived cells. A co-culture system in which myogenic cells and other residents of the stem cell niche will be cultured separately but with the possibility to interact with each other would be a great opportunity to validate the obtained results. It would allow the identification of the myogenic or non-myogenic sources of the identified miRNA, by checking the examined cells separately. It would also be interesting to confirm the aforementioned interbreed miRNA expression differences in an in vivo study of the different stages of bovine myogenesis.

## Additional files

Additional file 1: Table S1. Real-time qPCR primers for selected genes. (XLS 38 kb)

Additional file 2: Table S2. Differences in miRNA expression in primary cultures of skeletal muscle cells originating from both HER/LIM breeds, when compared to the HF breed (FDR ≤ 0.05). (XLS 69 kb)

Additional file 3: Table S3. Spearman’s correlation coefficients (A) and their statistical importance (B) for qPCR-validated miRNAs (GenEx 6.0; MultiD Analyses AB, Sweden). (PDF 234 kb)

Additional file 4: Table S4. Target gene prediction for identified miRNAs (TargetScan; Pathway Studio Web, Elsevier, Netherlands). (XLS 2245 kb)

Additional file 5: Table S5. Functional analysis of miRNA target genes using the DAVID database (BP - biological processes). (XLS 145 kb)

Additional file 6: Table S6. miRNA target genes belonging to the muscle organ development process (PANTHER). (XLS 43 kb)

Additional file 7: Table S7. Functional analysis of miRNA target genes using KEGG (DAVID). (XLS 58 kb)

Additional file 8: Figures S1–S6. Selected pathways in which the identified target genes are involved (KEGG). (PDF 819 kb)

## Abbreviations

DAVID: The Database for Annotation, Visualization and Integrated Discovery
FC: Fold Change
FDR: False Discovery Rate
HER: Hereford
HF: Holstein-Friesian
KEGG: Kyoto Encyclopedia of Genes and Genomes
LIM: Limousin
NCBI GEO: National Center for Biotechnology Information Gene Expression Omnibus database
PANTHER: Protein ANalysis THrough Evolutionary Relationships Classification System
RIN: RNA Integrity Number
SEM: Standard Error of the Mean

# Supplementary material for: Breed-dependent microRNA expression in the primary culture of skeletal muscle cells subjected to myogenic differentiation
**Source:** BMC Genomics. 2018 Jan 31;19:109. doi: 10.1186/s12864-018-4492-5
**Supplement:** Supplementary file 3 — Spearman’s correlation coefficients (A) and their statistical importance (B) for qPCR-validated miRNAs (GenEx 6.0; MultiD Analyses AB, Sweden).

Additional file 3: Table S3. Spearman's correlations coefficients (A) and their statistical importance (B) for qPCR validated miRNAs (GenEx 6.0; MultiD Analyses AB, Sweden).

A)	MYOGENIN	miR-1	miR-133a	miR-145	miR-206	miR-486	miR-139-5p	miR-9-5p	miR-503	miR-128	miR-660
MYOGENIN	1,00	0,67	0,69	-0,65	0,63	0,70	0,52	-0,59	0,38	0,54	0,26
miR-1	0,67	1,00	0,97	-0,69	0,95	0,80	0,84	-0,56	0,67	0,88	0,62
miR-133a	0,69	0,97	1,00	-0,63	0,97	0,82	0,85	-0,56	0,66	0,91	0,63
miR-145	-0,65	-0,69	-0,63	1,00	-0,55	-0,65	-0,45	0,68	-0,22	-0,60	-0,40
miR-206	0,63	0,95	0,97	-0,55	1,00	0,81	0,89	-0,46	0,73	0,89	0,64
miR-486	0,70	0,80	0,82	-0,65	0,81	1,00	0,83	-0,49	0,58	0,82	0,66
miR-139-5p	0,52	0,84	0,85	-0,45	0,89	0,83	1,00	-0,39	0,81	0,82	0,60
miR-9-5p	-0,59	-0,56	-0,56	0,68	-0,46	-0,49	-0,39	1,00	0,00	-0,50	-0,15
miR-503	0,38	0,67	0,66	-0,22	0,73	0,58	0,81	0,00	1,00	0,62	0,50
miR-128	0,54	0,88	0,91	-0,60	0,89	0,82	0,82	-0,50	0,62	1,00	0,79
miR-660	0,26	0,62	0,63	-0,40	0,64	0,66	0,60	-0,15	0,50	0,79	1,00

B)	MYOGENIN	miR-1	miR-133a	miR-145	miR-206	miR-486	miR-139-5p	miR-9-5p	miR-503	miR-128	miR-660
MYOGENIN	0,00E+00	3,39E-04	1,66E-04	5,58E-04	9,16E-04	1,60E-04	9,87E-03	2,31E-03	6,56E-02	6,09E-03	2,27E-01
miR-1	3,39E-04	0,00E+00	2,15E-14	2,03E-04	5,28E-13	2,51E-06	2,31E-07	4,13E-03	3,88E-04	1,70E-08	1,33E-03
miR-133a	1,66E-04	2,15E-14	0,00E+00	9,79E-04	1,51E-14	7,33E-07	2,00E-07	4,43E-03	4,29E-04	7,13E-10	1,00E-03
miR-145	5,58E-04	2,03E-04	9,79E-04	0,00E+00	5,86E-03	6,20E-04	2,55E-02	2,26E-04	2,92E-01	2,16E-03	5,22E-02
miR-206	9,16E-04	5,28E-13	1,51E-14	5,86E-03	0,00E+00	1,25E-06	7,66E-09	2,34E-02	5,90E-05	5,89E-09	6,78E-04
miR-486	1,60E-04	2,51E-06	7,33E-07	6,20E-04	1,25E-06	0,00E+00	4,10E-07	1,42E-02	3,13E-03	8,97E-07	4,09E-04
miR-139-5p	9,87E-03	2,31E-07	2,00E-07	2,55E-02	7,66E-09	4,10E-07	0,00E+00	5,77E-02	1,68E-06	1,19E-06	1,92E-03
miR-9-5p	2,31E-03	4,13E-03	4,43E-03	2,26E-04	2,34E-02	1,42E-02	5,77E-02	0,00E+00	9,97E-01	1,36E-02	4,75E-01
miR-503	6,56E-02	3,88E-04	4,29E-04	2,92E-01	5,90E-05	3,13E-03	1,68E-06	9,97E-01	0,00E+00	1,24E-03	1,21E-02
miR-128	6,09E-03	1,70E-08	7,13E-10	2,16E-03	5,89E-09	8,97E-07	1,19E-06	1,36E-02	1,24E-03	0,00E+00	4,61E-06
miR-660	2,27E-01	1,33E-03	1,00E-03	5,22E-02	6,78E-04	4,09E-04	1,92E-03	4,75E-01	1,21E-02	4,61E-06	0,00E+00

How the deposited data were processed for this re-analysis (not part of the article)

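Total RNA of primary skeletal muscle cell cultures of Hereford (HER), Limousin (LIM) and Holstein-Friesian (HF) bulls, taken on day 6 of differentiation, was measured on 24 1-color arrays, 8 per breed. The array holds 763 bovine miRNAs read by 1657 probes on 45780 of its 47944 spots. The authors deposited the Feature Extraction output of each array, whose intensity values on a linear scale are described in the header of each file. The paper's Methods name this software with its default settings and percentile scaling, and do not describe the scale of the values. The total signal of a miRNA is its background-subtracted intensity summed over its probes, and is written as 0.1 where the miRNA is not detected. The deposited table of the series holds the processed intensity of each spot, equal to that of the array's own output at every spot, with no scaling between arrays.

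From the total signals, each array was divided by its 75th percentile over the 44 miRNAs detected on all 24 arrays and multiplied by the median of these percentiles. Signals under 3.78, the median over arrays of the lowest scaled signal of a detected miRNA, were set to this floor, and log2 was taken. The 239 miRNAs detected on at least 4 of the 8 arrays of a breed were tested, and 524 were not. The 3 breeds were fitted in limma 3.58.1 (R 4.3.3) with a moderated F test over the breeds and contrasts for each pair, adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A miRNA belonged to the common set when its F test passed and it changed at least 2-fold in the same direction in HER and LIM against HF cells. Where a miRNA was detected on no array of a breed, a lower bound of its fold was given if every array of the other breed detected it, with each dim array at the floor or at its own lowest detected signal, whichever was higher, and no fold otherwise.

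Lists of miRNAs fixed before the data were examined were tested with camera (preset correlation 0.01, and an estimated correlation) and fry: the myomiRs; the families of miR-29, miR-30, miR-378, miR-181, let-7, miR-15 with miR-16, and miR-34 with miR-449; the X-linked clusters of miR-424 and of miR-188; the clusters of miR-17 with miR-92, miR-23 with miR-27 and miR-24, miR-221 with miR-222, and the DLK1-DIO3 region; the group of miR-99, miR-100 and miR-125; markers of mesenchymal, smooth muscle, endothelial, blood, epithelial and neural cells; and the study's own higher and lower miRNAs. Lists with fewer than 2 tested members have no list test. Spike-ins, negative controls and means of marker lists were compared by 2-sided exact permutation tests (scipy 1.17.1, Python 3.11.15). The miRNAs named were chosen by a rule: those of the paper's Table 2 or its text, whose values in the paper had been seen; the 10 with the largest change in each comparison with HF and the 5 largest in HER against LIM cells, among those passing the test and detected on at least 4 arrays of both breeds; the 5 with the largest bound; and the list members with the smallest adjusted p.

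For arrays, the signal over background sets what can be seen, and their number limits the precision. In simulated data with 40 changed miRNAs, 20 runs recovered 23.2% of 2-fold and 60% of 4-fold changes over 24 arrays, with 3% false calls. Over 20 arrays they recovered 75.8% and 97%, with 3.99% false calls. These rates describe the simulated data alone. They were not shown to hold for real arrays with undetected signals at the floor, with weak arrays or with several arrays from an animal. Positions are those of the array's annotation on UMD 3.1, given for 761 of the 763 miRNAs, and host genes come from the names in the RefSeq annotation of ARS-UCD2.0, not from coordinates.

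Alternatives chosen before the data were examined changed the scaling, the floor, the kind of signal, the filter on detection, the model, the test and the arrays used. Values without HF replicate 4 and LIM replicates 1, 6 and 7, which detected fewer than 150 miRNAs, were added after array quality had been seen, and those with undetected signals kept at 0.1 after the values of Table S2 had been seen. Correlations between miRNAs within breeds were left out, since 8 arrays from 4 animals hold fewer than 6 independent samples. The qPCR, cell counts and immunofluorescence have no deposited files here and were not analysed.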

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

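Of the tests in this part, those of leaving out the 4 weak arrays were written before their results were seen, while the choice of these arrays itself came after array quality had been seen.

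HER cells differed from LIM cells in their change from HF cells for 3 miRNAs, by limma's test of HER against LIM, with log2 differences of 2.37 for miR-2439-3p, 1.44 for miR-6531 and 1.39 for miR-2469. Without the weak arrays the difference was 1.49 for miR-6531 and 1.36 for miR-2469, both with an adjusted p of 0.037, and that of miR-2439-3p, 2.05, did not pass (adjusted p = 0.052). Leaving out HER replicate 4 or HER replicate 8 left no miRNA past the threshold (47 and 51 at an unadjusted p under 0.05), and these 2 arrays deviated alike from the mean of their breed (correlation 0.79). The sizes depend on the floor, as of the 8 LIM arrays 2 detected miR-6531, 3 detected miR-2469 and 5 detected miR-2439-3p.

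Among the miRNAs that the paper's Table S2 does not list, 3 passed the F test over the 3 breeds: miR-6531 (adjusted p = 0.00494), miR-143 (adjusted p = 0.0162) and miR-335 (adjusted p = 0.0299).

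A single array stood far from the other 7 of its breed in 7 of 55 groups, where chance gives 2.75. The groups were quality values and the named miRNAs detected on every array of a breed, and all 7 were quality values. The arrays concerned were weak arrays, which were defined by the number of miRNAs they detected. The outlier in that number thus restates the definition, and the others are not independent of it. HF replicate 4 detected 132 miRNAs against 215 to 231 on the other HF arrays, its negative control signal was 7.20 on the log2 scale against 4.87 to 4.99, and its spike-in dmr_31a was 8.84 against 9.28 to 9.50. LIM replicate 6 was low in 4 spike-ins, with log2 signals of 4.69 for dmr_285 against 10.14 to 11.10, 7.67 for dmr_31a against 8.71 to 9.61, 12.82 for dmr_3 against 13.73 to 14.33, and 11.85 for dmr_6 against 13.34 to 13.94.

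Leaving out the 4 weak arrays raised the number of miRNAs called among the breeds from 18 to 95. The miRNAs used for scaling do not account for this, since 93 were called over the 20 arrays when they were scaled over the 44 miRNAs of the full set. Leaving out 1 other HF and 3 other LIM arrays also raised the number, to between 34 and 66 over 70 choices (median 50). Each of these choices kept the 4 weak arrays, so they cannot show what leaving out arrays as such does. No other choice reached 95. The signal and background of the weak arrays are a candidate explanation for the rise. The median residual SD fell 3.15-fold without them, from 1.19 to 0.379, and at most 1.02-fold without 4 others. No biological explanation was tested, since no condition sets these 4 arrays apart from the others of their breed.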

How the results depend on the processing

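Of the settings below, those without the 4 weak arrays were chosen after the data had been seen, and the others before the data were examined. For each change, the cause was not tested unless stated.

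The number of miRNAs differing among the 3 breeds was 18, and stayed within 1.5 times that in 41 of 50 settings. It was 45 with gProcessedSignal per probe, 34 with normexp and quantile, 32 with the deposited series matrix, 7 among the 44 miRNAs detected on all arrays (fewer were tested), 95 without the 4 weak arrays, 91 with undetected kept at 0.1 without them, 93 with the methods' test without them and 89 with both. Leaving out arrays gave 11 to 24, the lowest without replicate 2 and the highest without LIM replicate 5.

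HER vs HF called 19, and 33 of 48 settings stayed near it. In the same order of settings it was 42, 30, 38, 6, 105 and 112 (the last 2 without the 4 weak arrays), with 11 when no detection filter was used and 82 with only the 2 breeds compared, which leaves the LIM arrays out of the estimate of the spread. Without single arrays or replicates it was 10 to 34, with 10 without replicate 2, 12 without replicate 4 or 8, 11 without HF replicate 1 or 5, 12 without HER replicate 6 and 34 without LIM replicate 6.

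LIM vs HF called 8, and 41 of 48 settings stayed near it. It was 20 with gProcessedSignal per probe, 15 with normexp and quantile, 15 with the deposited series matrix, 5 for those detected on all arrays, 27 without the 4 weak arrays and 32 with undetected kept at 0.1 without them. With arrays left out it was 6 to 13, the highest without replicate 4.

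HER vs LIM called 3, and only 25 of 51 settings stayed near it. Limma called 0 with the 75th percentile over all miRNAs (39 at an unadjusted p under 0.05), no scaling (42), floor at raw signal 1 (31), log2(signal + 1) (58), normexp and quantile (49), the deposited series matrix (36) and only the 2 breeds compared (41), and the methods' test called 0 (33). It called 1 with gProcessedSignal per probe, 6 with trend and robust, 13 without the 4 weak arrays, 6 with undetected kept at 0.1 without them, 9 with the methods' test without them and 8 with both. The range with arrays left out was 0 to 9, with 0 without HER replicate 4 or HER replicate 8, 5 without HER replicate 5 or LIM replicate 2 and 9 without LIM replicate 5. The difference of bta-miR-29b HER vs LIM, 0.31 and not called, was -0.43 without the 4 weak arrays (adjusted p = 0.19 in limma) and -0.56 without LIM replicate 6 alone (adjusted p = 0.12). The methods' test without the 4 weak arrays called it, at -0.43 (adjusted p = 0.028), with undetected kept at 0.1 or not.

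The common 2-fold set held 11, and 44 of 52 settings stayed near it. It was 7 with normexp and quantile, 2 for miRNAs detected on all arrays, 6 with an adjusted p in both single comparisons, 18 without the 4 weak arrays, 23 with undetected kept at 0.1 without them, 17 with the methods' test without them and 21 with both. Leaving out arrays gave 6 to 14, the lowest without replicate 2. The overlap of both comparisons was 6, and became 14 with gProcessedSignal per probe, 12 with normexp and quantile, 11 with the deposited series matrix, 2 for miRNAs detected on all arrays, 26 without the 4 weak arrays and 31 with undetected kept at 0.1 without them. With arrays left out it was 4 to 8.

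Of the miRNA lists, HER vs HF had 7 calls, with 11 under normexp and quantile, 2 over miRNAs detected on all arrays and 3 for camera with an estimated correlation. These 7, like the 4 of LIM vs HF, include the study's higher and lower lists, chosen on these samples, and the myomiRs, all within the higher list. The range with arrays left out was 5 to 9. LIM vs HF had 4, with 2 under the 75th percentile over all miRNAs, 2 under quantile normalization, 7 with gProcessedSignal per probe, 7 with the deposited series matrix, 1 over miRNAs detected on all arrays, 2 for camera with an estimated correlation and 7 without the 4 weak arrays, with undetected kept at 0.1 or not. Leaving out arrays gave 2 to 6, with 2 without HF replicate 4, LIM replicate 2 or LIM replicate 5. HER vs LIM had 2, with 1 under no scaling and 0 over miRNAs detected on all arrays, for camera with an estimated correlation and for fry. With arrays left out it was 1 to 4, the highest without LIM replicate 6.

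The replicate number as a block gave 14 calls among the breeds, 13 in HER vs HF, 7 in LIM vs HF and 3 in HER vs LIM, a common set of 10 and an overlap of 5. The numbers do not pair the samples: across breeds, 4 of 24 pairs with one number correlated above 0.1 (median -0.092), and 1 array correlated best with its own number. Within breeds, 17 of 24 arrays correlated best with the array 4 numbers away, a hint from the data, not the design, that no fit used.

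Signals by slide had 1 passing comparison of 15, and 2 without the 4 weak arrays. Array clustering by the 10 miRNAs of the qPCR, which the study chose on these samples, placed 24 of 24 arrays with their own type, and 15 with all tested miRNAs. The tree of all tested miRNAs set 3 weak arrays against the other 21. For the single miRNAs named, 3593 of 3891 alternative values kept their side of the threshold, of which 147, called in neither setting, changed sign; 185 lost a call, 111 gained one, and 2 gained one in the opposite direction. The planned correlations between miRNAs within breeds were not run. Signal over background limits the 4 weak arrays, which detected 83 to 132 miRNAs.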

Differences from the paper's values

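The settings without the 4 weak arrays, with or without undetected signals kept at 0.1, were chosen after seeing the values, and the other alternatives in this part before the data were examined. A value comes within the limit when a count is at most 1.5 times the other (for a count of 0, when it is equal), and when a log2 difference has the paper's sign and lies within the larger SD of the 2 breeds, or within 1.5-fold where an array of them did not detect the miRNA. Where a breed had no array that detected it, the value is a lower bound and is outside the limit if it exceeds 1.5 times the paper's fold.

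The paper reports 94 miRNAs at its threshold for the 3 breeds, where 18 passed here, and 0 of the 14 alternatives set before the data were examined come within the limit, nor does leaving out any array. Settings chosen after seeing the values gave 95 without the 4 weak arrays (dropping 19 of the paper's 94), 91 with undetected signals kept at 0.1 (dropping 18), 93 with the methods' test (dropping 19) and 89 with both (dropping 17). The paper's common set holds 23 miRNAs, 17 higher and 6 lower, where 11 were found here, 8 higher and 3 lower. For the 23 and the 17, none of 16 alternatives set before the data were examined come within the limit. For the 6 lower, quantile normalization, no scaling, gProcessedSignal per probe, the deposited series matrix and a fold of at least 1.5 do, as does leaving out HF replicate 4, HER replicates 1 or 5, LIM replicates 1, 4 or 6, or replicate 1 or 4 of all breeds, and the others do not. Without the 4 weak arrays, chosen after seeing the values, the set was 18 (14 higher, 4 lower; dropping 6 of the paper's 23), with undetected kept at 0.1 it was 23 (18 and 5; dropping 2), with the methods' test 17 (14 higher; dropping 7) and with both 21 (17 and 4; dropping 3).

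Between HER and LIM the paper reports 0 miRNAs, where 3 passed in limma here (60 at an unadjusted p under 0.05). The paper's value is met with the 75th percentile over all miRNAs, no scaling, the floor at raw signal 1, log2(signal + 1), normexp and quantile, the deposited series matrix, only the 2 breeds compared and the methods' test, all set before the data were examined, and without HER replicate 4 or 8 or replicate 1, 3, 4, 7 or 8 of all breeds, and not with the others.

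For the next log2 differences from HF cells no alternative set before the data were examined comes within the limit, and undetected signals kept at 0.1 without the 4 weak arrays, chosen after seeing the values, give the value in parentheses; that setting drops 2 of the paper's 23 miRNAs. The values here that are not in parentheses use all arrays. The paper's values below match, up to a constant offset, those without the 4 weak arrays and with undetected signals kept at 0.1. The sets of arrays compared thus differ. For miR-486 the paper gives 5.69 in HER and 5.13 in LIM cells, against 2.79 (5.79) and 1.87 (5.15) here. For miR-2439-3p the paper gives 4.97 and 3.00, against 2.78 (5.07) and 0.41 (3.02). For miR-449a the paper gives 4.41 and 3.40, against 2.45 (4.50) and 0.46 (3.42). For miR-503-5p the paper gives 3.97 in both, against 1.84 (4.07) and 0.99 (4.00). For bta-miR-9_v13.0 the paper gives -5.35 and -4.04, against -1.16 (-5.25) and -0.97 (-4.02). For miR-31 in HER cells the paper gives -4.05, against -1.69 (-3.95). For miR-194 in HER cells the paper gives -3.89, against -0.50 (-3.79), and in LIM cells -1.35 against -0.30 (-1.33), where log2(signal + 1), set before the data were examined, also comes within the limit.

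For miR-206 the paper gives 3.54 in HER and 3.74 in LIM cells, against 4.46 and 5.01 here. In HER cells the 75th percentile over all miRNAs, no scaling, gProcessedSignal per probe, normexp and quantile and the deposited series matrix come within the limit, in LIM cells no scaling, gProcessedSignal per probe and normexp and quantile, and in both leaving out HF replicate 4 or replicate 4 of all breeds; the others do not. For miR-378b the paper gives 1.28 and 1.25, against 2.07 and 2.19 here, with the same settings as miR-206 within the limit in HER cells, and no scaling, gProcessedSignal per probe, normexp and quantile, the deposited series matrix and leaving out HF replicate 4 or replicate 4 of all breeds in LIM cells. In LIM cells the paper gives 2.26 for miR-128 against 0.99 here (gProcessedSignal per probe and the deposited series matrix within the limit), 1.52 for miR-30f against 0.40 (these and leaving out replicate 7 of all breeds), 1.18 for miR-660 against 0.27 (leaving out replicate 6 or 7 of all breeds alone) and -1.5 for miR-145 against -2.52 (gProcessedSignal per probe, normexp and quantile, the deposited series matrix, and leaving out LIM replicate 1 or replicate 1 of all breeds). Without the 4 weak arrays, chosen after seeing the values and dropping 6 of the paper's 23, these were 3.63 and 3.76 for miR-206, 1.37 and 1.27 for miR-378b, 2.28 for miR-128, 1.54 for miR-30f, 1.20 for miR-660 and -1.48 for miR-145. The paper's log2 differences match this set of arrays, up to a constant offset, and not all arrays.

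For miR-29b the paper's Table 2 gives -4.18 in HER and -2.08 in LIM cells, against -0.79 and -1.10 here, and no setting comes within the limit for that miRNA. The paper's Table S2 gives -0.95 and -0.45 for it, and -4.18 and -2.08 for bta-miR-29b_v12.0, which is another probe set of the array. For bta-miR-29b_v12.0 the differences here were -0.39 and -0.33 (adjusted p = 0.24 and 0.40), and undetected signals kept at 0.1 without the 4 weak arrays, chosen after seeing the values and dropping 2 of the paper's 23, gave -4.08 and -2.06 (adjusted p = 0.0085 and 0.37). For miR-128 the paper's Table 2 gives a p of 0.0259, the value it also gives for miR-542-5p, and the paper's Table S2 gives 6.66e-05.

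The paper ranks miR-139, miR-2469 and miR-486 as rising most. Here the largest differences between measured signals were those of miR-206, miR-1, miR-133a and miR-133b, for miR-139 only a bound of at least 2.40-fold in HER cells can be given, and for miR-2469, undetected on 1 HER array and all HF arrays, none. The myomiRs miR-1, miR-133a, miR-133b and miR-206 were higher in both breeds, as in the paper.

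Of the 23 miRNAs that the paper finds changed in both beef breeds, 14 did not meet the same criteria here. Alternatives set before the data were examined bring in miR-2469 (floor at raw signal 1, log2(signal + 1)), miR-2439-3p and miR-542-5p (floor at raw signal 1), miR-503-5p (75th percentile over all miRNAs, floor at raw signal 1, and without LIM replicate 7 or replicate 7 of all breeds), miR-128 (75th percentile over all miRNAs, gProcessedSignal per probe, the deposited series matrix), miR-378c (the deposited series matrix), bta-miR-9_v13.0 (without replicate 4 of all breeds) and miR-145 (gProcessedSignal per probe, normexp and quantile, the deposited series matrix, and without LIM replicate 1 or replicate 1 of all breeds). Settings chosen after seeing the values bring in all of the 14 but miR-29b under its unversioned name, which no setting does, while bta-miR-29b_v12.0 enters with undetected signals kept at 0.1 without the 4 weak arrays, by limma (dropping 2 of the 23) and by the methods' test (dropping 3). Leaving out the 4 weak arrays, which drops 6 of the 23, brings in miR-449a, miR-503-5p, miR-128, miR-660, miR-378c, miR-30f, miR-145 and miR-222, and keeping undetected signals at 0.1 as well, which drops 2, brings in all but miR-222 and miR-29b. In single comparisons, miR-9_v13.0, miR-29b, miR-194 and miR-145 fell in HER cells with only the 2 breeds compared, and miR-486 and miR-139, which met the criteria here without passing in LIM against HF cells (adjusted p = 0.085 and 0.105), passed there with gProcessedSignal per probe.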

Other observations

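Of the tests in this part, those of the lists and their splits were set before their results were seen, and those of the myomiRs, of Table S2 and of the splits for counts of miRNAs were chosen after, as was the set of 20 arrays itself.

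The miRNAs of an X-linked cluster that includes miR-188, miR-362, miR-500, miR-532 and miR-660 had higher means in HER than in HF cells. None of the 6 tested passed over 24 arrays (2 higher when adjusted over the list alone), with a median log2 difference of 1.41, and all 6 passed over the 20 arrays without the weak ones, with a median of 0.96. The list passed over 24 arrays (adjusted p = 0.034), but not so in camera with an estimated correlation (adjusted p = 0.38 with an estimated correlation), and over 20 arrays likewise (adjusted p = 0.0025; 0.23 with an estimated correlation). In LIM cells 0 of 6 passed over 24 arrays, with a median of 0.01 that became -0.24 without scaling and 0.26 with the percentile over all miRNAs, and 4 of 6 were higher over 20 arrays (5 when adjusted over the list alone), with a list adjusted p of 0.00020 (0.18 with an estimated correlation). Another X-linked cluster, of miR-424, miR-503, miR-450a and miR-542, had 1 of 5 higher in HER cells over 24 arrays and 3 of 5 over 20 (4 when adjusted over the list alone). miR-424-5p rose by 1.16 in HER and 0.77 in LIM cells over 20 arrays (adjusted p = 1.7e-05 and 0.0089), against 1.62 and -0.24 over 24 (adjusted p = 0.18 and 0.89). As a list the cluster did not pass in camera over 24 arrays (adjusted p = 0.0996 in HER and 0.47 in LIM cells). By fry it passed in HER (adjusted p = 0.025) but not in LIM cells (adjusted p = 0.95). Over 20 arrays it passed in camera in both (adjusted p = 0.043 and 0.019), but not with an estimated correlation (adjusted p = 0.23 and 0.18).

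Lower means in HER cells were found for the clusters of miR-23, miR-27 and miR-24, with a median log2 difference of -0.40 over 24 arrays, where none of the 6 tested passed (3 lower when adjusted over the list alone) and the list did (adjusted p = 0.00094; 0.098 with an estimated correlation). Over 20 arrays 5 of 6 were lower in HER and 1 of 6, miR-27b, in LIM cells (4 when adjusted over the list alone), and the list passed in both (adjusted p = 0.0025 and 0.019; 0.19 and 0.26 with an estimated correlation). The median of -0.23 in LIM cells became 0.69 with the percentile over all miRNAs. The miR-29 family, which targets collagen genes, had 0 of 3 passing in HER cells over 24 arrays and 3 of 3 lower over 20, with miR-29a at -0.66 (adjusted p = 0.00028) and a list adjusted p of 0.010 (0.23 with an estimated correlation). Of the group of miR-99, miR-100 and miR-125, 0 of 5 passed in HER cells over 24 arrays and 3 of 5 were lower over 20 (5 when adjusted over the list alone), with miR-125a at -1.06 in HER and -0.74 in LIM cells (adjusted p = 5.3e-05 and 0.013). The group passed over 20 arrays in HER against HF (adjusted p = 0.0065; 0.19 with an estimated correlation) and against LIM cells (adjusted p = 0.027; 0.48 with an estimated correlation).

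Fewer members passed in the other lists. Over 24 arrays the miR-378 family had 1 of 2 higher in HER (2 when adjusted over the list alone) and 1 of 2 in LIM cells. As a list it did not pass in camera (adjusted p = 0.0996 and 0.065). By fry it passed in HER (adjusted p = 0.018) but not in LIM cells (adjusted p = 0.092). Over 20 arrays both members were higher in each breed. The list then passed in camera in LIM cells (adjusted p = 0.019, but 0.20 with an estimated correlation) and by fry in both breeds (adjusted p = 0.00065 and 0.0060). The pair of miR-34a and miR-449a had 1 of 2 higher in HER cells (list adjusted p = 0.81). No member passed in HER or LIM cells over 24 arrays for let-7 (10 tested, list adjusted p = 0.81 and 0.47), miR-15 with miR-16 (7 tested, 0.95 and 0.16), miR-17 with miR-92 (11 tested, 0.81 and 0.16), miR-181 (3 tested, 0.81 and 0.41) or the DLK1-DIO3 region (5 of 52 tested, 0.14 and 0.47). These list values are from camera. By fry over 24 arrays, the DLK1-DIO3 region alone of these lists passed, in HER cells (adjusted p = 0.025). Over 20 arrays, in HER cells 1 let-7 member was lower, 2 of miR-15 with miR-16 were higher and 1 lower, and 1 of the DLK1-DIO3 region was higher. Medians of these lists change sign with the scaling, as for let-7 in HER cells, from 0.17 to -0.94 with the percentile over all miRNAs. The median and camera's direction were opposite for let-7, miR-181, and miR-15 with miR-16 in HER cells and for the miR-30 family and the miR-424 cluster in LIM cells, none of which passed as a list. Between HER and LIM cells the mesenchymal list was lower in HER cells (median -0.78, adjusted p = 0.0062; 0.74 with an estimated correlation), with 0 of 5 members passing (1 lower when adjusted over the list alone), as was the list of miR-23, miR-27 and miR-24 (median -0.20, 0.26 without scaling, adjusted p = 0.0094; 0.74 with an estimated correlation).

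Other splits of the same arrays, 100 for each result with the real one included, show how often a random division of arrays gave as large a result. They treat the arrays as independent, although each breed has 4 animals with 2 arrays each, so they are too narrow for animals and exclude nothing for a chance choice of animals. Over 24 arrays no other split reached the 18 miRNAs called among the breeds (highest other 1), the common set of 11 (1) or the 6 called in one direction in both comparisons (0). Nor did any reach the 19 of HER against HF (4) or the 3 of HER against LIM cells (2). The margin of these 3 was small, and they were lost without HER replicate 4 or 8. For the 8 of LIM against HF cells chance cannot be excluded. There 5 splits were as large and the highest other called 66, which points to a structure of the samples whose source was not tested. Over 20 arrays no other split reached the 95 among the breeds (15), the common set of 18 (1), the 26 in one direction (2) or the 105 of HER against HF (47). None reached the 27 of LIM against HF (24) or the 13 of HER against LIM cells (12), both by small margins. All this holds for arrays and not for animals. The numbers of lists called were also reached by other splits, so chance cannot be excluded for them. Over 24 arrays these were 7, 4 and 2 in HER against HF, LIM against HF and HER against LIM cells, with 16, 13 and 37 splits as large and highest others of 10, 10 and 7. Over 20 arrays they were 9, 7 and 2, with 8, 12 and 63 splits as large and highest others of 10, 11 and 8. In both comparisons with HF, over 24 and over 20 arrays, the real counts include the study's higher and lower lists. The study chose these lists on these samples, so the counts are not independent evidence.

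MyomiRs were higher in HER and LIM than in HF cultures. The weak arrays do not account for this, since the lower of the 2 median log2 differences of the list was 3.63 without them, and neither does the scaling, with a lowest median of 3.34 over 4 scalings and both comparisons. Slide and breed cannot be told apart, because each slide holds 1 breed, and spike-ins differed by at most 0.129 between breeds without the weak arrays. The paper reports higher myomiRs also by qPCR, which does not use the slides and has no deposited files here. A lower share of myogenic cells in the HF cultures is a candidate explanation that these values cannot tell apart from others, in HER or in LIM cells. It was taken to move mesenchymal and smooth muscle miRNAs alike. In HER cells their shifts differed by -0.25 (exact permutation p = 0.57), which does not show that they were equal. Other causes could also lower both lists, so a like shift does not single out the share of cells. The endothelial miR-126-3p, which such a share would also place lower in HER cells, was higher there without passing (adjusted p = 0.12). In LIM cells the 2 shifts differed by 1.10 (exact permutation p = 0.067). The paper also reports more myotubes and higher myogenin mRNA in HER and LIM cultures. It finds a faster progress of differentiation in them plausible, which was not tested here. The breed itself stays open and was not tested apart from these.

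The log2 differences of the paper's Table S2 match those of 20 of the 24 arrays. Over 47961 choices of at least 3 arrays per breed, with undetected signals kept at 0.1, the difference between each log2 difference and the paper's value varied least over the 94 miRNAs for exactly the 20 arrays without the 4 weak ones, by 5.73e-06 in HER and 8.44e-06 in LIM against HF cells. The next best choice varied by 0.711 and 0.898, and all arrays by 1.66 and 4.68. This is consistent with values of Table S2 that do not include the 4 weak arrays, with a constant offset of -0.22 in HER and 0.04 in LIM cells.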
